# Dedifferentiation and Proliferation of Mammalian Cardiomyocytes

**DOI:** 10.1371/journal.pone.0012559

**Published:** 2010-09-03

**Authors:** Yiqiang Zhang, Tao-Sheng Li, Shuo-Tsan Lee, Kolja A. Wawrowsky, Ke Cheng, Giselle Galang, Konstantinos Malliaras, M. Roselle Abraham, Charles Wang, Eduardo Marbán

## Abstract

**Background:**

It has long been thought that mammalian cardiomyocytes are terminally-differentiated and unable to proliferate. However, myocytes in more primitive animals such as zebrafish are able to dedifferentiate and proliferate to regenerate amputated cardiac muscle.

**Methodology/Principal Findings:**

Here we test the hypothesis that mature mammalian cardiomyocytes retain substantial cellular plasticity, including the ability to dedifferentiate, proliferate, and acquire progenitor cell phenotypes. Two complementary methods were used: 1) cardiomyocyte purification from rat hearts, and 2) genetic fate mapping in cardiac explants from bi-transgenic mice. Cardiomyocytes isolated from rodent hearts were purified by multiple centrifugation and Percoll gradient separation steps, and the purity verified by immunostaining and RT-PCR. Within days in culture, purified cardiomyocytes lost their characteristic electrophysiological properties and striations, flattened and began to divide, as confirmed by proliferation markers and BrdU incorporation. Many dedifferentiated cardiomyocytes went on to express the stem cell antigen c-kit, and the early cardiac transcription factors *GATA4* and *Nkx2.5*. Underlying these changes, inhibitory cell cycle molecules were suppressed in myocyte-derived cells (MDCs), while microRNAs known to orchestrate proliferation and pluripotency increased dramatically. Some, but not all, MDCs self-organized into spheres and re-differentiated into myocytes and endothelial cells *in vitro*. Cell fate tracking of cardiomyocytes from 4-OH-Tamoxifen-treated double-transgenic MerCreMer/ZEG mouse hearts revealed that green fluorescent protein (GFP) continues to be expressed in dedifferentiated cardiomyocytes, two-thirds of which were also c-kit^+^.

**Conclusions/Significance:**

Contradicting the prevailing view that they are terminally-differentiated, postnatal mammalian cardiomyocytes are instead capable of substantial plasticity. Dedifferentiation of myocytes facilitates proliferation and confers a degree of stemness, including the expression of c-kit and the capacity for multipotency.

## Introduction

Generations of physicians have been taught that the heart is a static organ, incapable of self-renewal. That dogma has been undermined by the recognition that the adult mammalian heart contains its own reservoir of progenitor (or stem) cells [1]–[5]. Cardiomyocytes in the human heart are renewed throughout life [6]. In contrast to the prevailing view for mammals, hearts from amphibians and zebrafish exhibit surprising potential to regenerate cardiac muscle by partial dedifferentiation [7], [8], and possibly by stem cell-mediated regeneration as well [9]. Dedifferentiation can change the phenotype of specialized cells, rendering them closer to their ancestors with augmented plasticity. For instance, quail pigment cells derived from neural crest can dedifferentiate to become multipotent self-renewing progenitors expressing early neural marker genes Sox10, FoxD3, Pax3 and Slug, and give rise to glial cells and myofibroblasts [10]. Human chondrocytes, epidermal cells, pancreatic beta cells and adipose stromal cells dedifferentiate and exhibit stem cell phenotypes [11]–[15]. Dedifferentiation is a common occurrence in plants; protoplasts from tobacco leaves undergo a transitory phase conferring pluripotentiality, that precedes signal-dependent re-entry into the cell cycle [16].

In adult cardiomyocytes, dedifferentiation has been investigated extensively at the phenotypic level, mainly in non-purified cell culture. In this study, we investigated dedifferentiation of adult atrial and ventricular myocytes and their subsequent phenotype *in vitro* using purified cardiomyocytes as one approach, and a genetic myocyte fate mapping model as a complementary methodology to validate the main conclusions. The salient results are: 1) downregulation of cell cycle inhibitors, 14-3-3, p21 and p53 underlies cardiomyocyte dedifferentiation; 2) dedifferentiated cardiomyocytes divide and generate cardiac progenitor-like cells that express c-kit. The results indicate substantial, unexpected cellular plasticity of postnatal mammalian cardiomyocytes. Formation of new cardiomyocytes may come from both the proliferation of dedifferentiated myocytes without complete reversion to a cardiac progenitor state [17], or by the cardiac differentiation of stem cells (of embryologic or dedifferentiated origin). Several preliminary reports have appeared [18]–[20].

## Results

### Dedifferentiation of Cardiomyocytes

As cardiac fibroblasts and other non-cardiomyocytes can potentially affect cell cycle activity, it is necessary to eliminate those cells when attempting to specifically study myocytes [21]–[23]. We performed multiple steps in sequential sedimentation, Percoll gradient centrifugation and preplating of rat cardiomyocytes (Figure 1A). Cell preparations were evaluated for purity by the expression of cardiac myofilament proteins as affirmative markers, as well as for c-kit or other non-cardiomyocyte antigens as negative markers [2], [3], [24]. As an alternative to flow cytometry, which is not well-suited for cells as large as adult cardiomyocytes (usual maximal nozzle size is 100 µm) [25], we employed high-density tile scanning confocal microscopy: myocyte preparations of more than 100,000 cells were cyto-spun onto 22 mm culture glasses. No cells expressing c-kit (a resident cardiac stem cell marker), CD31 (PECAM, an endothelial cell marker), CD34 (an endothelial progenitor cell marker) or CD90 (a mesenchymal stem cell marker) were observed in purified cardiomyocyte samples containing as many as 500,000 counted cells (Figure S1) [2]. Transcripts for various non-myocyte antigens were likewise undetectable in purified cardiomyocytes (Figures 1B and 1C). Thus, by tile scanning microscopy, we can set an upper limit for non-myocyte contamination of 1 in 500,000 cells in the starting myocyte cultures. The PCR confirms the purity, albeit with lower sensitivity (Figure S2).

**Figure 1:**
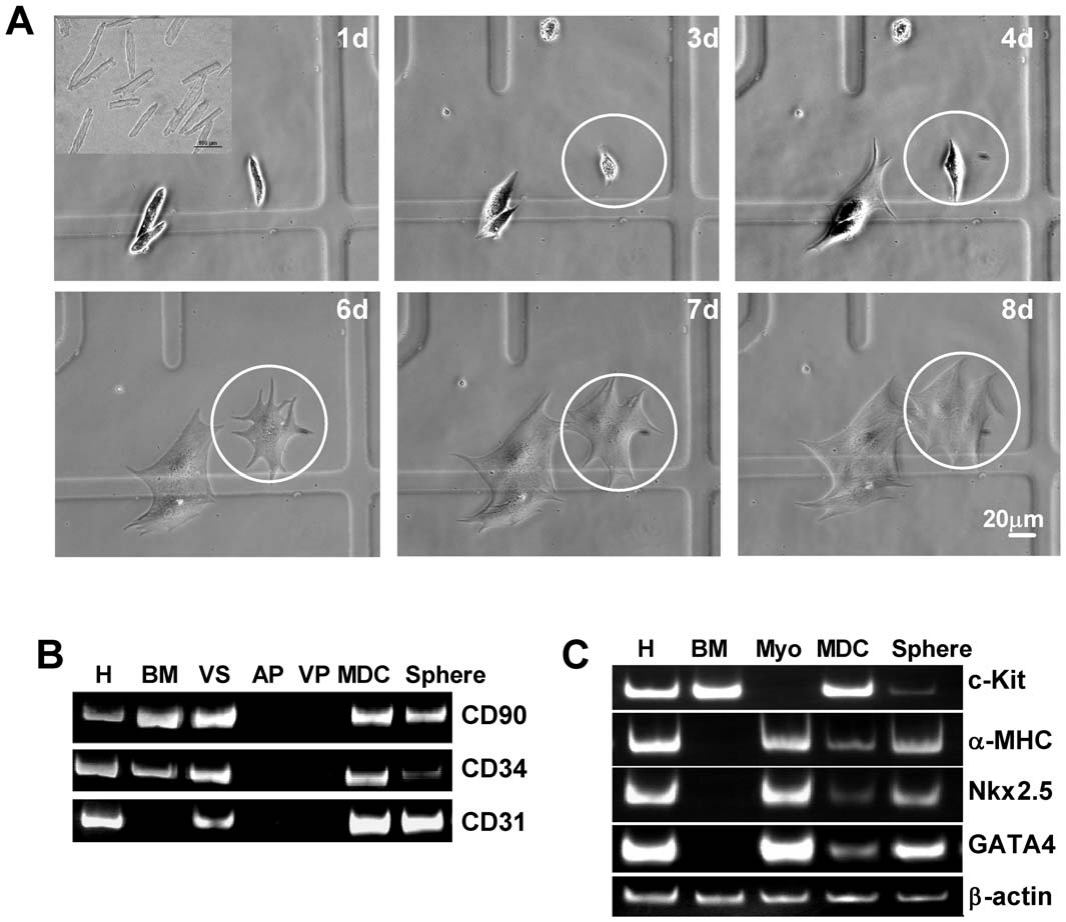
Cardiomyocyte Dedifferentiation. A, Purified myocytes in prolonged culture dedifferentiate and round up and tend to divide. B-C, RT–PCR amplification of cardiac, non-cardiac and stem cell markers. 30–35 3-step cycles were used. H, heart tissue; BM, bone marrow cells; VS, blood vessels; AP and VP, purified atrial and ventricular cardiomyocytes, rep.; Myo, purified myocytes; MDC, myocyte-derived cells; Sphere, MDC-formed spheres.

Individual cardiomyocytes, cultured on grid-marked coverslips continuously in mitogen-rich medium and observed over time, spontaneously flattened and lost their striations (Figure 1A). By 6–8 days, myocytes began to divide while completely losing their distinctive cardiac electrical phenotype: the inward rectifier potassium current (I_K1_) virtually disappeared, resting membrane potential became depolarized, and cells shrank as revealed by decreased electrical capacitance (Figure 2). Some dedifferentiated myocytes no longer expressed myofilament cardiac troponin T (cTnT) (Figure 3A).

**Figure 2:**
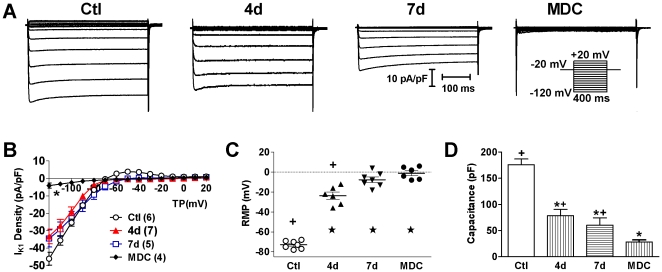
Electrophysiological Dedifferentiation of Cardiomyocytes. A, Example recordings of inward rectifier potassium current (I_K1_) normalized to cell capacitance in freshly-isolated (Ctl) and 4 d or 7 d cultured myocytes, and in myocyte-derived cells (MDC). Inset is the voltage protocol for I_K1_ recording. B, Current-voltage (I-V) relationship of I_K1_ in Ctl or cultured dedifferentiated myocytes or in MDCs. Cell numbers are denoted in brackets. C, Resting membrane potential (RMP); D, Electrical capacitance as a means to measure cell size. ^*^ *P*<0.001 *vs.* Ctl, ^+^ *P*<0.001 *vs.* MDC.

**Figure 3:**
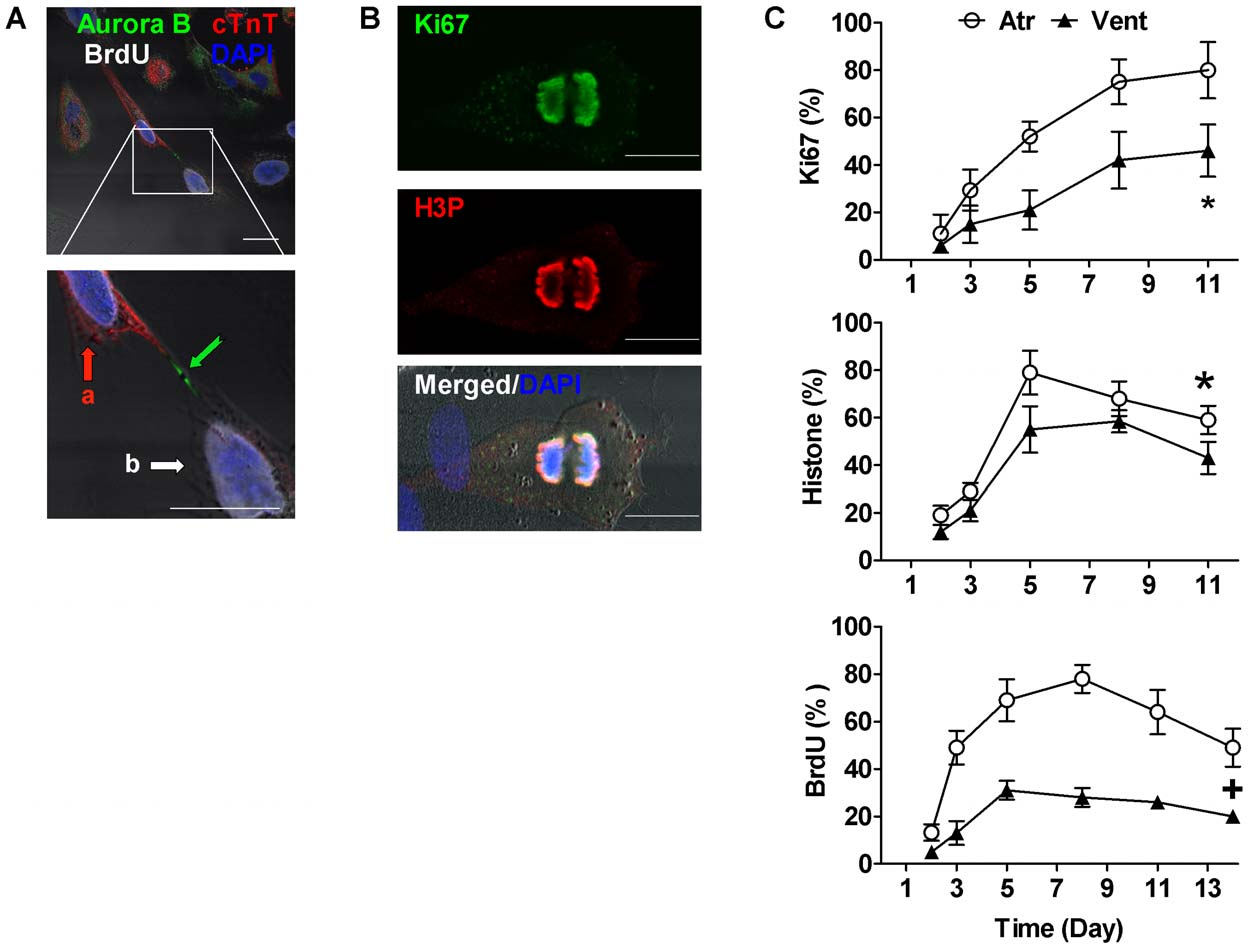
Cell Cycle Progression in Cardiomyocytes. A, Fluorescent immunostaining reveals myocyte dedifferentiated and undergoing cytokinesis as indicated by the expression of Aurora B kinase (Aurora B, green) in the cell cleavage furrow between one cell expressing cTnT (cell a, red) and the other no cTnT (cell b), while both having BrdU incorporated (pseudo-white). Nuclei are stained with DAPI (blue). Scale bars, 20 µm. B, Example immunofluorescent confocal images of tracked myocytes expressing proliferation markers Ki67 (green), phosphor-S10 histone H3 (H3P, red). Scale bars, 20 µm. C, Time course of expression of active cell cycle indices Ki67, H3P, and BrdU incorporation as percentages of myocytes in continuous culture. ^*^ *P*<0.05; ^+^ *P*<0.001 for atrial (Atr) *vs.* ventricular (Vent) myocytes; n = 151–380 cells for different time points.

### Cell Cycle Progression of Cardiomyocytes

Although dedifferentiation and cell cycle reprogramming have been studied extensively in myocytes from amphibians and zebrafish [26]–[28], the processes are poorly understood in mammalian cardiomyocytes [22], [29]. We analyzed cell cycle progression in this cell culture model by studying the active cell cycle markers Ki67, histone H3 and BrdU incorporation by immunocytochemistry. Ki-67 is a vital molecule for cell proliferation that is expressed in proliferating cells during the active cell cycle, but is absent in resting (G_0_ phase) cells. After 2d in culture, 11±8% and 6±2% of atrial and ventricular myocytes, respectively, re-entered the active cell cycle and expressed Ki-67, with gradually increasing levels, reaching 80±11.9% and 46±11% at 11d for atrial and ventricular myocytes, respectively (*p*<0.001) (Figure 3C). We assessed the proportion of myocytes entering S phase by incubating the cells with BrdU for various periods. Cells in M phase were detected using an antibody against phospho-histone H3 at S10 (H3P). We found a progressive increase in the numbers of BrdU– and H3P– positive cells, reaching a maximum at about 1 week. The proportion of BrdU– and H3P– positive cells was always higher in cultures of atrial myocytes than in those of ventricular myocytes (Figure 3C). Figure 3A shows a dedifferentiated heart cell, still expressing weakly the myofilament protein troponin T (cTnT), budding off a smaller round cell that does not express cTnT, while both have BrdU incorporated and express the mitotic marker Aurora B Kinase in the cell cleavage furrow. Moreover, we also found cells in prophase, anaphase, and telophase (Figure S3), implicating the progression of myocyte proliferation after dedifferentiation.

To further decipher the mechanisms underlying cell cycle progression and the apparent differences between atrial and ventricular myocytes, we investigated the expression of various critical checkpoint regulators (14-3-3 (YWHAH), p21 and p53) by immunocytochemical detection of cells cultured for 5 days [26]. Expression of the negative cell cycle regulator 14-3-3 has been shown to prevent cell cycle progression and serum-induced proliferation [30], [31]. As predicted, the expression of 14-3-3η, an abundant isoform in the heart, was lower in freshly-isolated atrial myocytes than in ventricular myocytes. Furthermore, on day 5 (the most robust period of cell cycle progression for both types of cells), expression of 14-3-3η was dramatically reduced (Figure 4A). p21 (WAF1/CIP1), a downstream target of 14-3-3 and a key inhibitory factor involving in all phases of the cell cycle [32], was also reduced in cultured dedifferentiating/proliferating myocytes. Its endogenous level was 61% higher in freshly-isolated ventricular myocytes than in atrial myocytes. Furthermore, p53was expressed at much lower levels in fresh atrial myocytes than in ventricular myocytes, and decreased over time in atrial myocytes (but not much in ventricular myocytes) (Figures 4B and 4C). Taken together, the data suggest that the weaker inhibitory signals in atrial myocytes facilitate their progression into the cell cycle; diminution of the inhibitory factors over time in both atrial and ventricular myocytes underlies cell cycle progression and proliferation during dedifferentiation.

**Figure 4:**
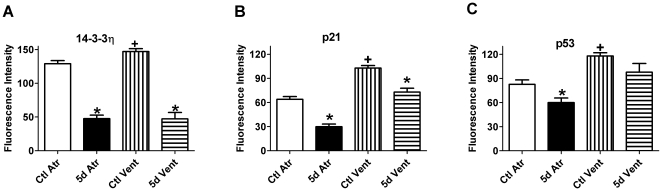
Expression of Regulatory Cell Cycle Factors in Cardiomyocytes. Expression level of inhibitory cell cycle factors 14-3-3η (A), p21 (B) and p53 (C) in freshly isolated (Ctl) or in 5 d cultured atrial (Atr) and ventricular (Vent) myocytes, as measured by the fluorescence intensity in each cell. ^*^ *P*<0.01 *vs.* Ctl of Atr or Vent; ^+^ *P*<0.01 *vs.* Ctl Atr.

### Dedifferentiated Cardiomyocytes Express Cardiac Progenitor Cell Markers

Myocytes cultured at the “normal” density of 6,000–9,000 cells/cm^2^, and maintained in continuous (prolonged) culture, went on to yield small, round cells (Figure 5A). Because such cells emerge from confluent cultures, proliferate and have the morphological appearance and size of cardiac progenitor cells [2], [33], we dubbed them myocyte-derived cells (MDCs) and subjected them to further characterization. As dedifferentiation can subsequently contribute to tissue regeneration [10], we investigated the possibility that MDCs may recapitulate at least some of the features of cardiac progenitor cells (CPCs).

**Figure 5:**
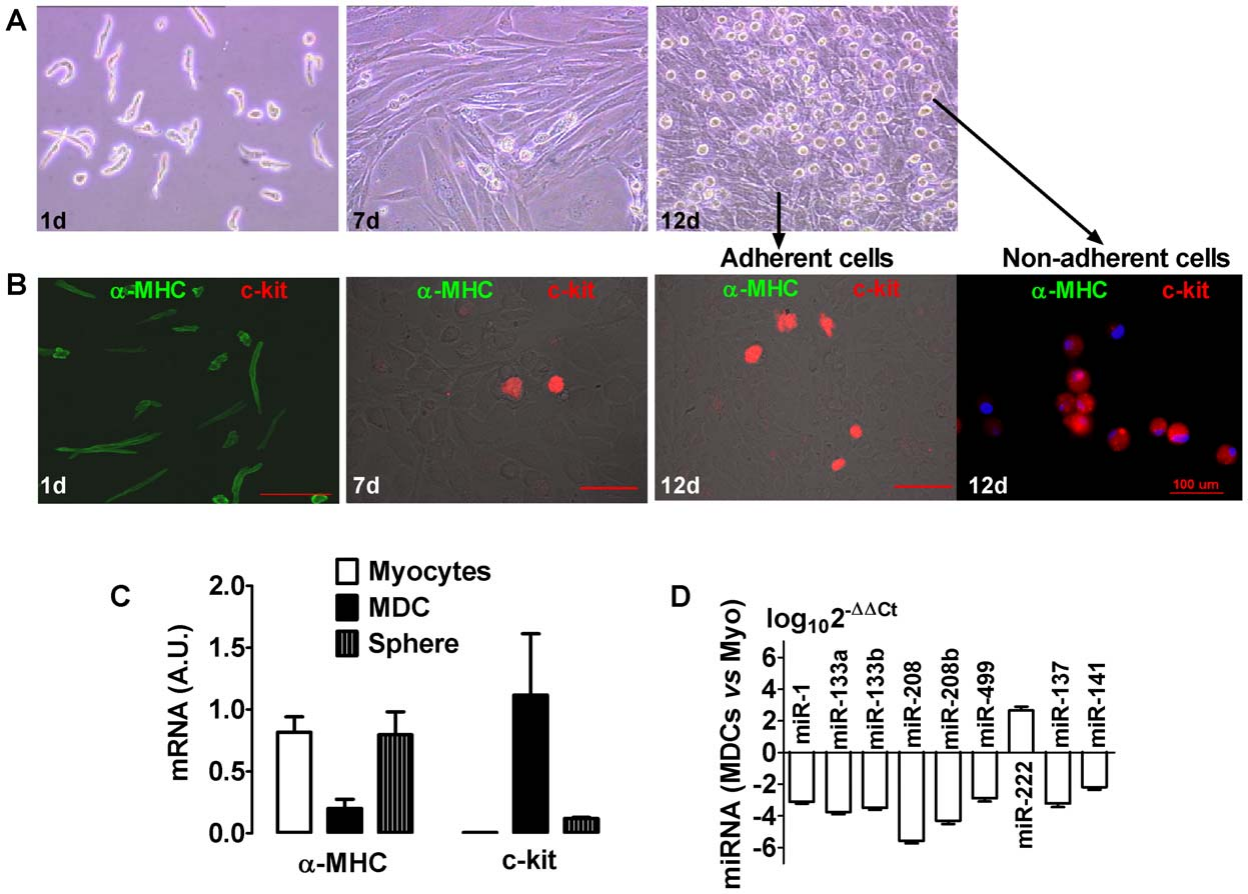
Dedifferentiated Cardiomyocytes Express c-kit. A, Continuous culture of purified myocytes become confluent and give rise to small, phase-bright cells (myocyte-derived cells, MDCs) above the cell layers at about two weeks. Shown are typical images of myocyte cultures at 1 d, 7 d and 12 d. B, Fluorescent immunostaining on cells corresponding to the time shown in (A), revealing the purity of myocyte cultures (1 d) that are positive to α-MHC (green) but negative to c-kit; c-kit (red) emerges in the confluent layer (7 d, 12 d) and in the semi-adherent MDCs (12 d; 61±20%, n = 3 cultures). Scale bars, 100 µm. C, Semi-quantified expression levels of *α-MHC* and *c-kit* detected by RT-PCR in isolate myocytes, non-adherent MDCs (MDC), and MDC-formed spheres (Sphere). Densitometric values were normalized to *β-actin* (arbitrary unit); n = 3. D, Expression levels of regulatory miRNAs in MDCs as compared to freshly isolated myocytes (Myo). Comparative 2^−ΔΔCt^ method was used; n = 3.

As shown in Figure 5, fresh cardiomyocytes are isolated, long striated cells (Figure 5A.*1d*); over time (Figure S4), they become confluent flat cells decorated by a cap of small, round phase-bright myocyte-derived cells (MDCs; Figure 5A.*7d, 12d*). MDCs had undetectable expression of cardiac filament α-MHC, while they stained strongly positive for the stem cell marker c-kit (Figure 5B), although no c-kit was detectable in the founder cardiomyocyte population (Figure 5B.*1d*, Figures 1B–1C, 5C, and Figure S1). In pure myocyte cultures, 2.3–3.1% of dedifferentiated surviving myocytes in monolayers were c-kit^+^ by immunostaining. The semi-adherent cells derived from myocyte culture were also c-kit^+^, albeit weakly (Figure 5B.*12d* “non-adherent cells”). RT-PCR for various transcripts revealed that *α-MHC*, a signature of mature cardiomyocytes, went down in MDCs but rebounded in spheres; conversely, *c-kit* was undetectable in fresh purified cardiomyocytes, rich in MDCs, but sparse in spheres (Figures 1B–1C, and 5C). Sca-1 was non-detectable in MDCs (data not shown). MDCs also expressed *CD90* transcript (for mesenchymal stem cell) as revealed by RT-PCR (Figure 1B) but not at protein level (data not shown).

Additionally, we found drastic changes of regulatory microRNAs (miRNAs) in MDCs as compared to fresh cardiomyocytes. 

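The miRNA experiment compared purified adult rat cardiomyocytes with MDCs, the round, loosely attached cells that the paper collects from the myocyte cultures 10 days to 2 weeks after plating. RNA was reverse-transcribed, pre-amplified and read on a TaqMan microfluidic card, in which each well holds the PCR assay of 1 small RNA. The value of a well is its Ct, the cycle at which fluorescence passes a threshold, and each cycle earlier stands for about 2 times more template. The card has 384 wells with 381 distinct assays. Of these, 375 are rodent miRNA assays, and the others are the U6 control, which fills 4 wells, further endogenous controls and a plant miRNA. The deposited data hold 3 sets of raw Ct values labelled myocyte and 3 labelled MDC, and a table in which the authors subtracted the mean U6 Ct of each set. That table differed from the raw Ct values minus mean U6 by at most 5e-05 cycles. A signal before the limit of 40 cycles was present for 212 miRNAs in Myocyte 1, for 203 in Myocyte 2 and in Myocyte 3, and for 201 in each MDC set. The median Ct of the detected miRNAs was 25.0, 24.7 and 24.8 in the myocyte sets and 24.9, 23.1 and 24.0 in the MDC sets. The number of reads or molecules behind a Ct is not known, and the number of samples limits the precision.
Myocyte 2 and Myocyte 3 had signal in exactly the same wells, and so did the 3 MDC sets, with the same pattern among the U6 wells. Each of these groups was therefore counted as 1 sample, a card read more than once, and its readings were averaged. The comparison is thus of 2 myocyte samples with 1 MDC sample. Levels are minus the difference in Ct from U6 and are on a log2 scale. The 157 miRNAs with signal in every sample were compared with limma, with Benjamini-Hochberg adjustment and a threshold of 0.05. All miRNAs shared an SD of 0.28 log2 units, so each difference has a standard error of 0.35. This error comes from the 2 myocyte samples, and the lone MDC sample was assumed to vary as they do. Whether the 2 myocyte cards are biological or technical repeats is not clear, so their spread may hold no variation between preparations. Variation between MDC cultures was not measured, and an exact permutation of 2 samples against 1 cannot give a p below 0.333. In simulated data of this size, limma recovered 58.0%, 98.4% and 100% of changes of 1, 2 and 4 log2 units and called 1.36% of unchanged miRNAs. With an added MDC error of 0.94 log2 units, drawn separately for each miRNA, it called 40.2% of unchanged miRNAs. That error is the SD of 1 MDC reading, whereas the MDC level used here is a mean of readings. Part of the spread among the readings is also a shift that most miRNAs share. Spread among MDC cultures is not in these readings and would come on top of that error. The 40.2% therefore shows the effect of a larger MDC error and is not the error rate of this comparison, which may be lower or higher. For a miRNA with no signal in 1 group, a bound of the difference was computed with the missing Ct at 40.
The paper and the deposited labels differ on some points. The paper gives rats of 5 to 8 weeks and 300 ng of RNA, and the labels give 2 months and 100 µg. The labels give 2 weeks of culture for both groups, whereas the paper describes the myocytes as freshly isolated. The methods give 2 biological and 2 technical repeats, the legend of Figure 5D gives n = 3, and the labels speak of 3 batches.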

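Of 157 miRNAs with signal in every sample, 82 were lower and 44 were higher in MDCs at an adjusted p under 0.05 from limma, and 31 did not pass. A further 39 miRNAs had signal in both myocyte samples and none in MDCs, and 35 had signal in MDCs alone. Another 23 had signal in only 1 of the myocyte samples, some of them in MDCs too, and 121 had none anywhere. Changes of at least 8-fold were found for 39 of the lower and 21 of the higher miRNAs. The striated muscle miRNAs (miR-1, miR-133, miR-208, miR-499 and miR-486) were lower or missing in MDCs, with 5 of 8 assays lower, none higher and the other 3 seen in myocytes only (5 lower when adjusted over the list alone). Their median difference was −12.10 log2 units (camera adjusted p = 0.00510, and adjusted p = 0.873 with an estimated correlation). Most members of this list are miRNAs that the paper reports from these samples, so its count is not independent evidence. The camera version with an estimated correlation cannot decide here, because so few samples leave it almost no power to call any list. Its values in this and later paragraphs therefore do not count against a list. The other camera version presumes a correlation of only 0.01 among members, so its p can be too small where members vary together. It also holds no spread among MDC cultures. Among miRNAs with signal in both groups, the largest falls outside the muscle list were those of miR-328 (−13.09 log2 units), the lymphocyte miRNA miR-150 (−12.53) and miR-139-5p (−8.89).
Among miRNAs with signal in both groups, the largest rises were found in the imprinted Dlk1-Dio3 locus. miR-379 rose by 12.92 log2 units, from a level of −18.17 ± 0.81 (SD, n = 2 samples) to −5.25, and miR-410, miR-411 and miR-127 rose by 11.31, 11.27 and 9.77. The myocyte Ct of miR-379 and miR-410 was late, at 33.0 and 34.3. At a limit of Ct 32 their differences become lower bounds of 11.91 and 9.00. Of 49 assays of this locus, 6 were higher, 3 were lower and 1 did not pass (6 higher and 3 lower when adjusted over the list alone). A further 18 had signal in MDCs only, 1 in myocytes only, 5 in 1 of the myocyte samples and 15 in none. Of those 5, miR-136, miR-337-3p, the mouse assay of miR-381 and miR-409-3p had signal in MDCs too, and miR-376b had none there. The Ct of miR-409-3p was 32.7 on 1 myocyte card and 19.7 in MDCs, and that of miR-337-3p was 34.1 and 32.1. The lower ones, miR-337-5p, miR-434-3p and miR-667, turn higher when the mean of the other endogenous controls (snoRNA135, Y1 and U87) replaces U6, and their differences stay negative with snoRNA135 alone. With missing Ct values at 40, the median difference of the 33 members with signal in MDCs or in both myocyte samples was 10.90. Camera called this list with the preset correlation of 0.01 and not with an estimated one. The preset treats members of 1 locus, read on 1 MDC card, as nearly independent. Its p-value holds no spread among MDC cultures and is not given here. The lower bounds of miR-382, miR-431 and miR-495, all seen in MDCs only, were 18.75, 18.00 and 17.82. In the rat genome annotation (GRCr8), 48 of the 49 assays match a miRNA gene between Dlk1 and Dio3.
Markers of other cell types moved apart. Of 5 assays for miRNAs abundant in fibroblasts, 4 were higher, none was lower and 1, miR-199a-5p, had signal in MDCs only (4 higher when adjusted over the list alone). miR-214 rose by 8.15, miR-199a-3p by 6.03 and miR-21 by 4.46 log2 units, while miR-31 (0.89) did not keep its call with each MDC reading. The median of 6.03 passed camera at an adjusted p of 0.0398 (adjusted p = 0.873 with an estimated correlation). The call was lost with the mean or median of all detected miRNAs, the mean of the other controls and raw Ct values (camera adjusted p from 0.0551 to 0.149). Single controls were not run for the list test. No cells of known identity were measured, so fibroblasts among the MDCs cannot be told apart from a change within the myocyte lineage. The same holds for the rise of the Dlk1-Dio3 miRNAs. Both endothelial assays were lower, miR-126-3p by a difference of −8.35 from a Ct of 18.6 in myocytes and miR-126-5p by −8.03 (camera adjusted p = 0.268, 2 lower when adjusted over the list alone). Both smooth muscle miRNAs, miR-143 (−2.64) and miR-145 (−1.99), were lower with U6, higher with the mean of the other endogenous controls and still negative with snoRNA135 alone (camera adjusted p = 0.417, 2 lower when adjusted over the list alone). Among 5 leukocyte assays, miR-150, miR-223 and miR-142-3p were lower, miR-155 was higher by 2.77 and miR-142-5p was seen in MDCs only (camera adjusted p = 0.821, 3 lower and 1 higher when adjusted over the list alone). With the mean of the other endogenous controls, miR-223 and miR-142-3p turn higher. miR-451, an erythroid miRNA, had signal in myocytes only, with a bound of −7.37. Of 3 neural assays, miR-9 was higher by 2.83, miR-128a was lower by a difference of −1.45 and 1 had no signal (camera adjusted p = 0.777, 1 higher and 1 lower when adjusted over the list alone), and the miR-128a call is lost with the mean of all detected miRNAs, with raw Ct values and with the MDC readings as 3 samples, and turns higher with the mean of the other controls.
The call held with each of the 3 MDC readings taken alone for 67 of the lower and 32 of the higher miRNAs. The unpaired test of the methods, on 2 myocyte samples and 1 MDC sample, gave 0 calls after adjustment. The methods name no such adjustment. Without it that test called miRNAs in both directions, and on all 6 sets it did so with adjustment too. With limma on all 6 sets as separate samples, 69 of 159 miRNAs were lower and 37 were higher. With the mean of the other controls in place of U6, the counts of the main comparison became 10 lower and 140 higher.

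**Figure D1:**
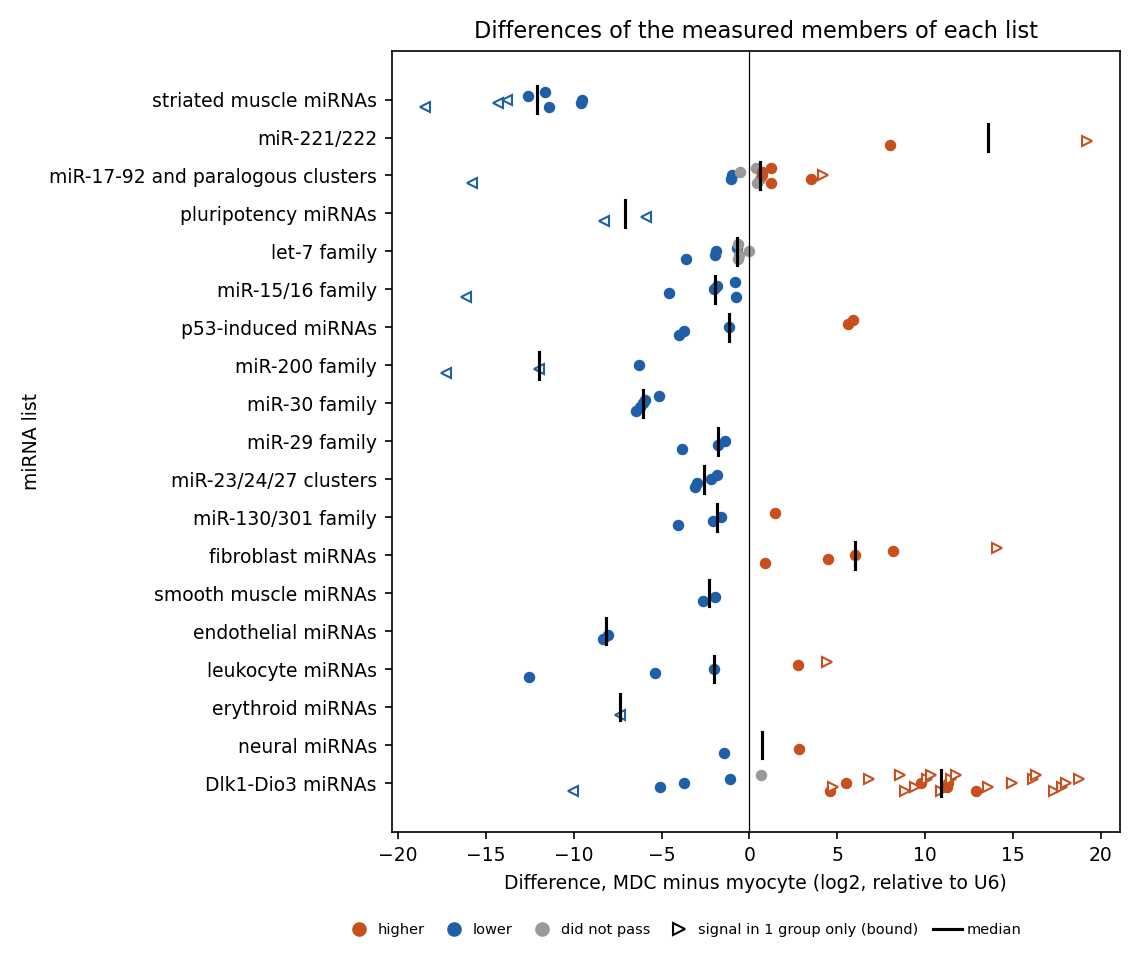
Differences between MDCs and myocytes on a log2 scale for the members of each miRNA group, with U6 as the normalizer and each point standing for 1 assay. Triangles are assays without signal in 1 group, at their bound, and bars are medians, which also count assays with signal in MDCs and in 1 of the myocyte samples. The Dlk1-Dio3 members reach 18.75 and the striated muscle members reach −18.49.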

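Of 10 miRNAs that the paper names with Figure 5D, the muscle miRNAs, miR-137 and miR-141 were lower in MDCs, and miR-222 and miR-221 were higher. miR-1, the main miRNA of striated muscle, was measured with a mouse and a rat assay and had differences of −9.55 and −11.61 log2 units. With the rat assay its level was 2.77 ± 0.11 (SD, n = 2 samples) in myocytes and −8.84 in MDCs (readings from −10.02 to −8.17). miR-133a, encoded next to miR-1, fell by 12.59, and miR-133b fell by 11.41, from −0.91 ± 0.27 (SD, n = 2) to −12.32. miR-499, which lies within a myosin heavy chain gene, fell by 9.57, from −4.57 ± 0.01 (SD, n = 2) to −14.14. On the log10 scale of Figure 5D, the differences were −3.19 for the mean of both miR-1 assays, −3.79 for miR-133a, −3.44 for miR-133b and −2.88 for miR-499. miR-208 and miR-208b, also encoded in myosin heavy chain genes, had Ct values of 22.4 and 26.6 in myocytes and no signal in MDCs. Their differences were therefore at most −18.49 and −14.28 log2 units.
miR-137, a repressor of stemness and of the cell cycle, had a late Ct of 30.3 in myocytes and no signal in MDCs, a difference of at most −3.21 on the log10 scale. miR-141, a member of the miR-200 family, was present at a level of −13.71 ± 0.06 (SD, n = 2) in myocytes and −20.02 in MDCs. It was 79.2-fold lower, a log10 difference of −1.90, and its log2 difference was −4.23, −6.52 and −8.18 with the single MDC readings. miR-222, which promotes proliferation, rose by 7.99 log2 units, from −10.30 ± 0.21 (SD, n = 2) to −2.31, a log10 difference of 2.40. Its partner in the same cluster, miR-221, had no signal on either myocyte card and a Ct of 19.9 in MDCs, a rise of at least 19.20 log2 units. Of this pair, 1 was higher, none was lower and 1 was seen in MDCs only (1 higher when adjusted over the list alone, camera adjusted p = 0.117, and adjusted p = 0.873 with an estimated correlation). These 10 miRNAs are the ones that the paper reports from these samples, so their directions are not independent evidence.
The miRNAs with signal in both groups passed limma at an adjusted p under 0.05, and all of these calls also held with each MDC reading. With the mean of the other endogenous controls in place of U6, the miR-141 difference was −0.07 log2 units and did not pass, and without MDC 1 the log10 differences of miR-141 and miR-222 were −2.21 and 2.66.

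**Figure D2:**
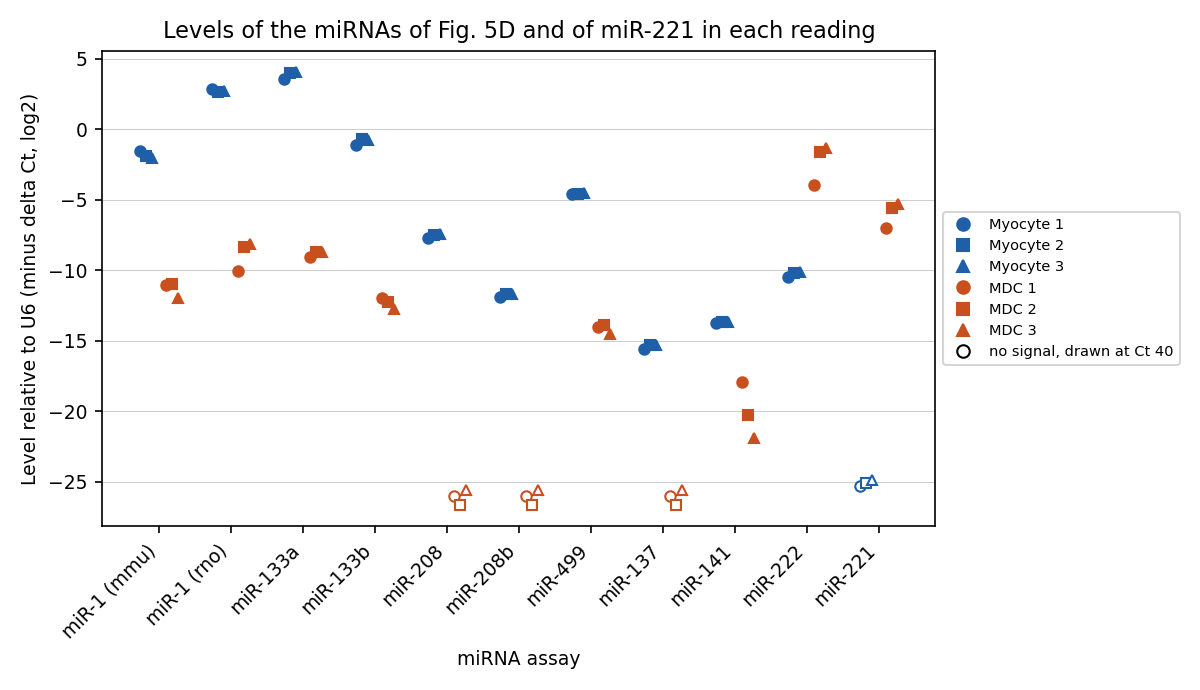
Level relative to U6 on a log2 scale of the miRNAs that the paper names, for the 3 myocyte and the 3 MDC sets, with open symbols for no signal, drawn at a Ct of 40. miR-222 is at −10.30 in myocytes and −2.31 in MDCs on average, and miR-133b at −0.91 and −12.32.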

Notably, cardiac-specific miR-1, miR-133, miR-208 and miR-499 were all suppressed by two or more orders of magnitude [34], [35], as were the stemness and cell cycle repressors miR-141 and miR-137 [36]; in contrast, the proliferative miRNAs, miR-222 [37], increased dramatically in MDCs, and miR-221 was undetectable in myocytes but highly expressed in MDCs (Figure 5D). 

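In the proliferative miR-17 to miR-92 cluster and its paralogs, 5 of 15 assays were higher, 2 were lower and 4 did not pass, with 3 higher and 2 lower when adjusted over the list alone. miR-18a rose by 3.51 log2 units, miR-19a had a difference of 1.26, and miR-25 and miR-106b had differences of −1.01 and −1.05, which turn positive with the mean of the other endogenous controls. That mean is set mainly by U87 and Y1, and with snoRNA135 alone the differences of the lower members of each list here stay negative. With each MDC reading taken alone, 2 of the higher and 0 of the lower calls held, and those of miR-19a, miR-25 and miR-106b did not. Of the other assays, miR-363 was seen in MDCs only, rno-miR-17-3p in myocytes only and 2 had no signal. The median of this list was 0.60 (camera adjusted p = 0.417), and with MDC reading 1 alone it was −0.79.
The embryonic stem cell miRNAs of the miR-290 and miR-302 clusters were not detected in MDCs. Of 12 assays, 9 had no signal and 1 had signal in 1 of the myocyte samples. miR-302a and miR-367 had signal in both myocyte samples only, with bounds of −5.91 and −8.26. None was tested, and the list did not pass camera. Both signals were weak, at myocyte levels of −20.15 and −17.80, where miR-379 at −18.17 had a late Ct of 33.0. At a limit of Ct 35 the list was too small for camera, and its median was −3.26.
Of the let-7 family, which holds back proliferation in differentiated cells, 4 of 9 assays were lower, none was higher, 4 did not pass and 1 had signal in 1 of the myocyte samples (3 lower when adjusted over the list alone). let-7g (−3.58) and let-7c (−1.96) led these changes, and 3 of the lower calls held with each MDC reading. The median was −0.69 (camera adjusted p = 0.417). It turns positive with the mean or median of all detected miRNAs, with raw Ct values and with the mean of the other endogenous controls. With the mean of these controls all members turn positive too. In the miR-15 and miR-16 family, which restrains the cell cycle, 5 of 6 assays were lower, none was higher and miR-322 was seen in myocytes only (5 lower when adjusted over the list alone). miR-15b (−4.56) and miR-195 (−2.04) were the lowest of those tested, and all 5 turn higher with the mean of the other endogenous controls (median −1.93, camera adjusted p = 0.251). With each MDC reading, 3 of the calls held, and those of miR-15a and miR-497 did not. The miRNAs induced by p53 split, with 2 higher, 3 lower and 1 without signal (2 and 3 when adjusted over the list alone). miR-34c rose by 5.89 and miR-34b-3p by 5.63, whereas miR-34a (−1.17), miR-192 (−3.99) and miR-194 (−3.73) were lower with U6 and higher with the mean of the other endogenous controls. The call of miR-34a did not hold with each MDC reading. The median of this list was −1.17 and its mean 0.53, and camera, whose direction was up, gave an adjusted p of 0.861. In the miR-200 family, to which miR-141 belongs, 1 of 5 assays was lower, none was higher, miR-200c and miR-200b were seen in myocytes only and 2 had no signal (1 lower when adjusted over the list alone, median −12.00, camera adjusted p = 0.119). None of these 5 lists with tested members had an adjusted p below 0.873 with an estimated correlation. With so few samples that version could hardly call any list. Camera without that estimate called a simulated shift of 4 log2 units in the larger Dlk1-Dio3 list in only 22% of runs. A list that did not pass here is therefore not shown to be unchanged.
From the fall of the cardiac miRNAs and of miR-141 and miR-137 and the rise of miR-222 and miR-221, the paper proposes a pattern that fits dedifferentiation, passage through the cell cycle and a return of progenitor traits.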

The pattern is consistent with cardiac dedifferentiation, cell cycle progression and re-acquisition of a progenitor cell phenotype; later, MDCs spontaneously re-differentiate as they form spheres, a conjecture consistent with the observed changes in myocardial transcripts *Nkx2.5* and *GATA4* (Figure 1C).

### Re-Differentiation of Myocyte-Derived Cells

To study the re-differentiation process in more detail, we characterized the properties of MDC-formed spheres. When MDCs above the culture layer become more confluent, 20–40% self-organized into spheres after 3–5 days in continued culture (Fig. 6A). Spheres detached spontaneously (Figure 6A.*2*) and often contracted rhythmically (Figure S4C; Movie S1–S4), signifying competent excitation-contraction coupling. Moreover, confocal imaging revealed that spheres not only express α-MHC (Figure 6B) but also the cardiac gap-junction protein Cx43, as well as the endothelial marker CD31 (Figure 4C). Transduction of MDC-formed spheres with lentivirally-encoded *eGFP* driven by the cardiac *α-MHC* promoter revealed remarkable green fluorescence, in line with their contractile activity and apparent ability to re-differentiate (Figure S5, Movie S5, and Figure 6). One notable feature is the ability of source cardiomyocytes, uncontaminated by endothelial cells or CSCs (Figures 1 and S1), to yield endothelial cells as revealed by the expression of *CD90*, *CD34* and *CD31* (Figures 1B and 6C). This finding manifests the *in vitro* multilineage potential of MDCs.

**Figure 6:**
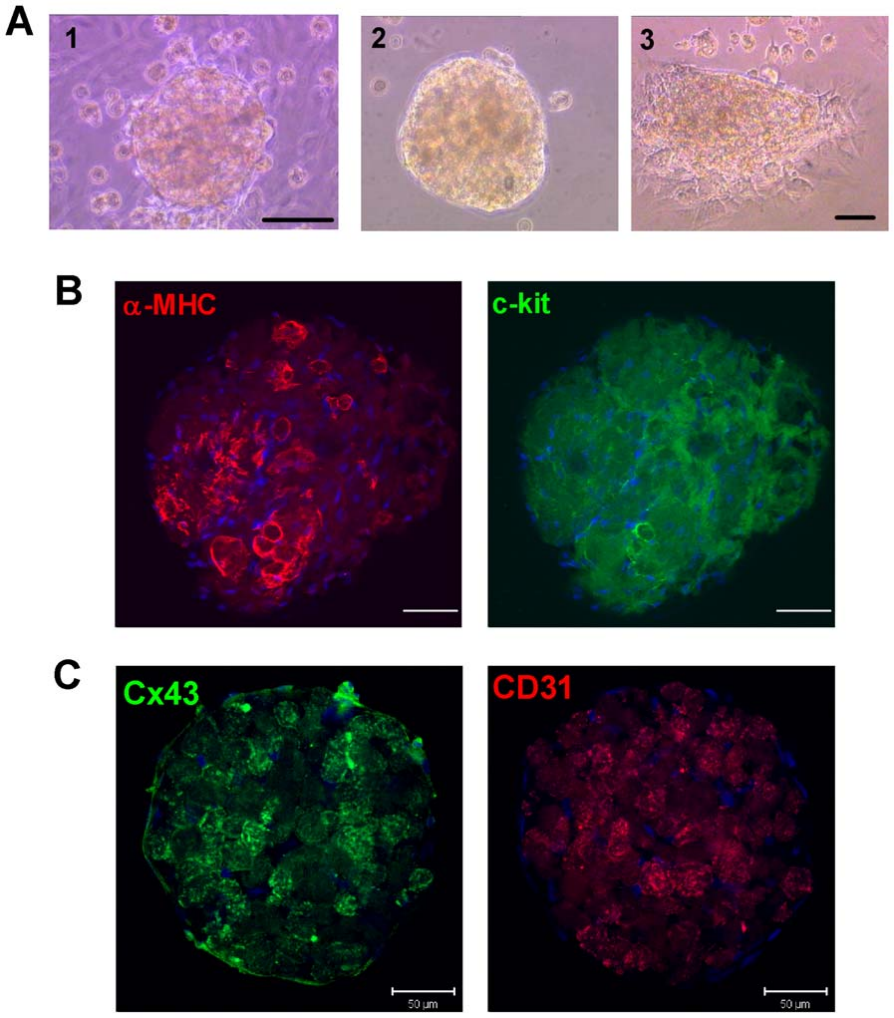
Re-differentiation of Myocyte-Derived Cells (MDCs). A, MDC-formed spheres loosely adhere on the myocyte culture layer (*1*) or detach and become suspended, and eventually beat spontaneously (Supplemental Movies S1–S4); *(2)* Freshly harvested MDC sphere seeded onto culture slide; *(3)* MDC sphere flattened on the culture vessel with cells crawling off the sphere 3 hr after plating. Scale bar, 100 µm. B, Confocal images of fluorescent immunohistochemistry showing the expression of cardiac markers α-MHC (red), and stem cell marker c-kit (green). C, Expression of Cx43 (green) and CD31 (red) in another MDC-formed sphere. Scale bars, 50 µm.

### Genetic Cell Fate Mapping of Cardiomyocytes

The data presented thus far, although highly suggestive, hinge on the purity of the starting preparation of cardiomyocytes. We thus sought independent verification, by genetic fate mapping using double transgenic MerCreMer/ZEG mice, of the notion that adult mammalian cardiomyocytes can dedifferentiate into c-kit^+^ cells [38]. MerCreMer mice carry a fusion transgene of *Cre* recombinase flanked by *Mer* (mutated estrogen receptor ligand-binding domains) that is driven by a cardiac α-MHC promoter (encoded by *Myh6*); thus the Cre recombinase activity is tamoxifen-sensitive and cardiomyocyte-specific [39]. Additionally, ZEG reporter mice carry *lacZ* transgene flanked by *LoxP* sites, followed by stop codons and then *eGFP* gene [40]; therefore, upon excision of the *LoxP* sites and stop codons mediated by Cre recombinase activity, the reporter will switch to GFP (driven by *β-actin* promoter), permanently marking cardiomyocytes and their progeny as GFP-positive (Figure 7A). Cardiomyocytes were identified unambiguously in explants of MerCreMer/ZEG bitransgenic tamoxifen-pulsed mouse hearts by virtue of their co-expression of GFP and cardiac myofilament cTnT (but not c-kit) after *α-MHC*-promoter-driven gene recombination (Fig 7C) [20], [38]. The fidelity of this cardiac *Cre/LoxP* system was also confirmed by genotyping showing that the floxed *LacZ* gene (encoding β-galactosidase) was excised in GFP^+^ myocytes after gene recombination induced by 4-OH tamoxifen (Figure 7B) [20].

**Figure 7:**
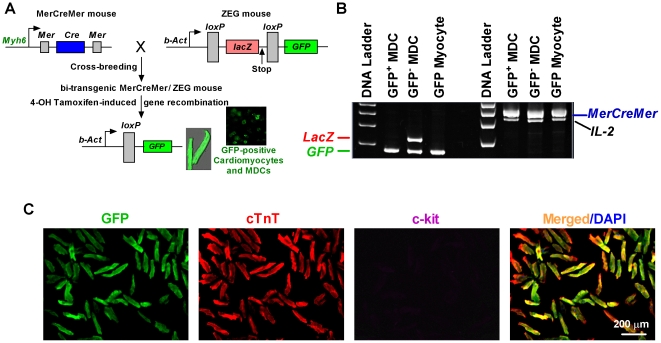
Generation of MerCreMer-Z/EG Bi-Transgenic Mice. A, Cardiomyocytes and their progeny will constitutively express eGFP reporter gene driven by β-actin promoter (*b-Act*) after the excision of floxed *lacZ* mediated by tamoxifen-sensitive *Cre* that is under the control of full length cardiac α-MHC (*MYH6*) promoter. B, PCR detection on transgenes *MerCreMer*, *LacZ*, *GFP*, and internal control (*IL-2*) in isolated GFP myocytes, and GFP^+^- or GFP^−^–MDC demonstrating the cardiac specific-gene recombination induced by tamoxifen. C, Fluorescent immunocytochemistry revealed that cardiomyocytes from 4-OH-Tamoxifen-treated bi-transgenic MerCreMer-Z/EG mice are positive to both GFP (green) and cardiac marker cTnT (red), but not to stem cell marker c-kit. Nuclei were counterstained with DAPI (Blue). Scale bar, 100µm.

To check the myocyte dedifferentiation *ex vivo*, we modified the tissue culture technique to attain better viability of mouse myocytes [4], [20]. As reported [4], [24], small chunks of plated ventricle spontaneously shed “outgrowth” cells. Early on (5 days post-plating), the outgrowth of tamoxifen-pulsed bitransgenic mice contains ∼6% c-kit^+^ cells, but no GFP^+^ cells [20]. After 10 days in culture, however, surviving GFP^+^ cells within the explant and the surrounding outgrowth had begun to round up, giving rise to progeny in which some were weakly c-kit^+^; the changes were unequivocal by 3 weeks in culture (Figure 8), at which time many GFP^+^ cells had become c-kit^+^. We quantified these observations by counting cells in 10 different fields from 8–10 separate outgrowth samples in 2 microscopic views distant from the cardiac explant (Figures 8B–8C). c-kit^+^ cells were either GFP^+^ or GFP^−^, and some GFP^+^ cells lacked c-kit expression; thus, both resident CPCs (GFP^−^) and MDCs (GFP^+^) contribute to the c-kit^+^ cell population [1], [41], [42].

**Figure 8:**
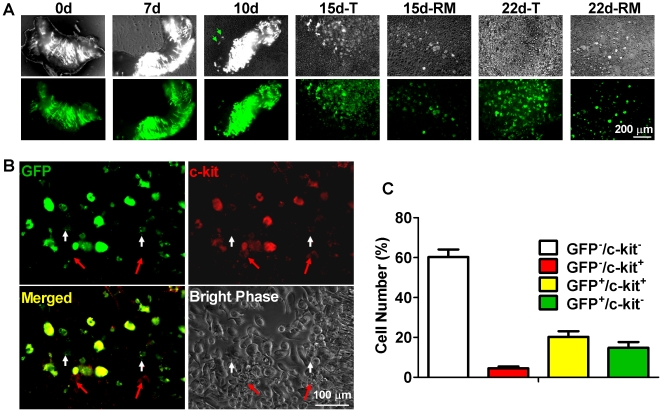
Genetic Cell Fate Mapping of Cardiomyocytes. A, Sample micrographic bright phase (upper panels) and fluorescent images (lower panels) of cardiac tissue cultures at various time points. Green arrows shown at 10 d panel indicate that GFP-positive cardiomyocyte progeny start to migrate off the tissue. T, tissue; RM, remote area. B, Outgrowth cells in remote area showing the expression of GFP (green) and c-kit (red). GFP^+^/c-kit^+^ cells are in yellow color; red arrows indicate the c-kit^+^/GFP^−^ cells which may come from the resident c-kit cells, and white arrows indicate the c-kit^−^/GFP^+^ cells which are GFP myocyte progeny not acquiring the c-kit phenotype yet. Scale bar, 100 µm. C, Microscopy analysis of outgrown cells in random scanning fields 2 microscopic views apart from the MerCreMer/ZEG heart tissue cultures at 3-week using ImageJ software. Mean data was from cultures of 5 MerCreMer-Z/EG hearts; 8–10 cultures and 10 fields in each culture were observed.

## Discussion

Although the concept of dedifferentiation of a specialized cell precedes the antibiotic era [43], cell fate was generally believed to be unidirectional and irreversible. Mounting evidence now supports the notion that various types of functionally-specialized cells can change their fate under the influence of environmental factors. Examples include amphibian hearts and limbs, and zebrafish hearts, that, upon amputation, regenerate the lost parts by a combination of dedifferentiation [7], [8], [28], [44], activation of stem cells [9], and cell-cycle re-entry without full dedifferentiation [17]. Dedifferentiated myocytes flatten and spread out in culture [45], [46]; sarcomeres become ill-defined and disorganized, and the expression of contractile proteins is dramatically altered [47], [48]. Phenomena akin to *in vitro* dedifferentiation have also been described *in vivo*, in fibrillating atria [49], in chronically-ischemic myocardium, and in the border zone of myocardial infarcts [50]. Such dedifferentiated myocytes are not apoptotic and presumably reflect adaptations to abnormal myocardial stress and/or perfusion [51]. Indeed, dedifferentiated myocytes in continuous culture in the present study were not apoptotic as verified by TUNEL assay (data not shown). In multicellular organisms, dedifferentiation is an important process underlying regeneration and the formation of new stem cell lineages [52]. We have demonstrated that muscle cells from the adult mammalian heart can dedifferentiate and produce cells with antigenic and morphologic features of the cardiac progenitor phenotype.

### The cell culture system

To specifically address the issue of myocyte dedifferentiation and proliferation, we employed multiple centrifugation steps and Percoll gradient separation, resulting in highly-pure myocytes (Figure 1, and Figures S1–S2). This minimizes possible contamination by resident CPCs, and removes nonmyocyte cells that may be capable of transdifferentiation, such as fibroblasts and endothelial cells, as well as any resident CPCs that may have been present in the initial isolates.

Previous work on cardiomyocyte dedifferentiation reported the morphological changes that we describe in early culture [48], but stopped short of observing cell cycle re-entry and acquisition of “stemness”. Those studies used cytosine arabinoside (AraC) or other inhibitors to suppress the growth of nonmyocytes [29], [49], [53], which may also have stopped or delayed cell cycle progression of cardiomyocytes. In pilot studies, we noticed that AraC dramatically suppressed cell cycle progression in atrial myocytes even 3 days or more after its removal from culture medium, and the H3P index was reduced from 75±12% at day 5 to 34±11% (p<0.001) at day 9. In our experiments, the higher Ki67-, BrdU- and H3P-indices as compared to previous studies, might be due to such key differences in culture conditions. In addition, after the removal of dead and detached cells in the first few days of culture, the culture medium was changed much less frequently here than in previous studies. Self-conditioned medium may provide positive feedback for cell cycle progression and transformation of cell fate; we are now exploring this concept. Furthermore, the change of culture medium in previous studies might also remove proliferating myocytes and emerging MDCs that are semi-adherent and exhibit progenitor cell phenotypes.

We noted that, within the first 2–3 days, 20–30% myocytes were lost during the change of medium to remove dead and nonattached cells. The cell culture became stable thereafter; this phenomenon also happened in explant culture of bi-transgenic cardiac tissue (Figure 8A.*0d* and *7d*) and presumably reflects apoptosis of some myocytes in the early period. Therefore, we speculate that dedifferentiation may function as a reprogrammed survival mechanism for stressed cardiomyocytes [54]. Such a mechanism may help rationalize the unusually high prevalence of c-kit^+^ cells in failing human myocardium [55], a setting rich in “hibernating” dedifferentiated myocytes [56].

### Dedifferentiated cardiomyocytes give rise to progenitor cells

Using low-density culture on grid-marked coverslips, and normal dense culture, we were able to characterize dedifferentiation in both single myocytes and in myocyte pools. Most of the cardiomyocytes were in a quiescent G_0_ phase, evidenced by a low Ki67 index even after one day in culture. 14-3-3 and p21 are important inhibitory factors of the cell cycle, and the ablation of the p53–p21 pathway facilitates the generation of induced pluripotent stem (iPS) cells [26], [57]. While we have not excluded the possibility that reactivation of positive regulators of cyclins and cyclin-dependent kinases might contribute to cell cycle re-entry in adult myocytes [29], the present study implicates relief of constraint from the 14-3-3/p21/p53 pathway in the enhanced proliferative potential of dedifferentiating myocytes.

Recent studies in mice and in zebrafish revealed partial dedifferentiation *in vivo*, evident by disassembly of sarcomeres prior to cell proliferation [7], [8], [17]. We have found that mammalian cardiomyocytes in long-term culture undergo much more extensive dedifferentiation, as evidenced by the loss of typical cardiomyocyte morphology, cardiac filament protein and transcripts, and characteristic electrophysiological properties, with subsequent re-expression of the progenitor cell marker c-kit. The reacquisition of a progenitor/stem cell phenotype in dedifferentiated myocytes was further verified in an *ex vivo* cardiac tissue culture setting by *Cre/LoxP* cell fate mapping of GFP-positive myocytes and their progeny [3], [38], [40], [58], [59]. The orchestrated expressions of cardiac, proliferative, cell cycle and stemness regulatory miRNAs, and related proteins and mRNAs, are consistent with the proposed progenitor/stem cell identity of MDCs. The re-differentiation potential of MDCs further confirms the identity of MDCs as cardiac progenitor/stem cells.

### Limitations

Either of two complementary approaches independently leads to the conclusion that cardiomyocyte dedifferentiation produces CPCs. Both approaches would have to be fundamentally flawed in order to invalidate the concept. Specifically, the starting cardiomyocyte preparation would have to be substantially impure, and the bitransgenic mice would have to be misleading reporters of the cardiomyocyte lineage. We will consider each of these two possibilities in turn.

To purify cardiomyocytes, we adopted multiple sedimentation and Percoll gradient separation steps, and then evaluated purity by various assays. Real-time RT-PCR, capable of detecting 1 contaminating c-kit^+^ cell per 40,000 cardiomyocytes, revealed that nonmyocytes were undetectable in our preparation. An even more sensitive approach, high-density tile scanning confocal microscopy, supported the notion of cardiomyocyte purity, at least within a resolution limit of 1 in 500,000. Given that there is on average one CPC per 10,000 myocytes in the rat heart [2], even a native tissue level of contamination, with no purification, would have fallen well within the detection limit of our methods. Moreover, isolated c-kit^+^ CPCs exhibit very slow proliferative activity *in vitro* [41], making it unlikely that contaminating CPCs in the starting material, even if present, could account for what we have called MDCs.

Genetic cell fate mapping to track cardiomyocytes and their progeny depends on the fidelity of the α-MHC promoter, which has recently been questioned [60]. Here we have shown that the full-length *MYH6* promoter used in the present bitransgenic model drives cardiac-specific gene recombination, resulting in the expression of GFP only in cTnT-positive myocytes as revealed by immunostaining and genotyping, consistent with previous findings [38], [61]–[65]. Richard T. Lee, who created these mice, has stained their hearts for c-kit and found none of the c-kit^+^ cells to be GFP^+^, a result confirmed by flow cytometry (R.T. Lee, personal communication). We find that outgrowth cells from bitransgenic cardiac explants can be c-kit^+^ but GFP^−^ (Fig. 5), further negating an obligatory linkage between c-kit expression and GFP positivity. Thus, the bitransgenic mice appear to label cardiomyocytes (and their progeny) specifically, allowing us to conclude that c-kit^+^/GFP^+^ cells in that model arose from dedifferentiated cardiomyocytes.

The present study shows that cardiomyocyte dedifferentiation and proliferation can occur under highly-artificial conditions *in vitro*, but does not address the crucial follow-up question of how frequently dedifferentiation occurs *in vivo*, and the functional properties of these myocyte-derived cells. Such work, which is necessary to establish the pathophysiological importance of dedifferentiation, would not have been motivated without the demonstration here that spontaneous cardiomyocyte dedifferentiation can occur, and can lead to cells with some key characteristics of resident CPCs.

## Materials and Methods

### Dissociation, Purification, and Primary Culture of Cardiomyocytes

All animal procedures were conducted in accordance with humane animal care standards outlined in the NIH Guide for the Care and Use of Experimental Animals and were approved by the Cedars-Sinai Medical Center Animal Care and Use Committee (IACUC2557, IACUC2424). Cardiomyocytes were isolated from male Wistar-Kyoto rats (5–8 weeks, 70–120 g) by enzymatic dissociation of the whole heart on a Langendorff apparatus as previously described [66]. Heparinized animals were anaesthetized by Ketamine/Xylazine (30 mg/Kg, and 6 mg/Kg, respectively). Hearts were rapidly excised and cleansed to remove blood in ice-cold Tyrode's solution before being mounted to a Langendorff apparatus conjugated to a pressure monitoring device, then perfused retrogradely with the following four oxygenated solutions in sequential order: 1. modified Tyrode's solution containing 1.0 mM Ca^2+^ (2 min), 2. Ca^2+^-free Tyrode's solution (2–3 min), 3. Ca^2+^-free Tyrode's solution containing 0.2 Wünsch unit/mL of collagenase made from Liberase Blendzyme 4 (Roche Molecular Biochemicals, Indianapolis, IN) for 10–15 min depending on digesting conditions, and 4. followed by washing in Kruftbrühe (KB) solution for 5 min. Digested atrium and ventricles were cut off and minced in KB solution, pipetting to dissociate the cells, then filtered through a nylon mesh (200 µm pore size) to remove big pieces of undigested tissues. Isolated cells were rinsed in KB solution and allowed to settle by gravity 3 times to remove debris and non-cardiomyocytes. Resuspended cells in KB solution were loaded above the top layer of a Percoll gradient formed by 20%, 40%, and 70% Percoll and centrifuged at 100x *g* for 20 min to further purify cardiomyocytes. After three washes in KB solution, myocytes were resuspended in KB solution or in culture media for further experiments. Modified Tyrode's solution contained (mmol/L): NaCl 105, KCl 5.4, KH_2_PO_4_ 0.6, NaH_2_PO_4_ 0.6, NaHCO_3_ 6, KHCO3 5, CaCl_2_ 1, MgCl_2_ 1, HEPES 10, glucose 5, taurine 20 (pH 7.35 with NaOH), and KB solution had (mmol/L): KCl 20, KH_2_PO_4_ 10, K^+^-glutamate 70, MgCl_2_ 1, glucose 25, β-hydroxybutyric acid 10, taurine 20, EGTA 0.5, HEPES 10, and 0.1% albumin (pH 7.25 with KOH). The purity of myocyte preparations were evaluated in cells cytospun on to 22 mm cover glasses by fluorescent immunocytochemistry in combination with high density tile confocal scanning and RT-PCR described in later sections. Chemicals were purchased from Sigma except for those specified.

Purified myocytes were resuspended in Medium 199 (Invitrogen, Carlsbad, CA) supplemented with 110 mg/L sodium pyruvate, 0.1 mmol/L β-mercaptoethanol, 100 U/mL penicillin, 100 µg/mL streptomycin, and 5% FBS (Invitrogen) and cultured in laminin-coated 6-well culture plates or 100-mm dishes at a “normal” density of ∼6000 and ∼9000 cells/cm^2^ for ventricular and atrial myocytes respectively, at 37 °C for one hour before washing to remove dead and non-adherent cells, and repeated once. Serum concentration in medium was gradually increased to 10% and 20%. On the second and third day of plating, medium was replaced to remove dead cells, and then maintained for prolonged culture in the presence of bFGF 0.1 ng/ml, TGF-β3 1 ng/ml, and 20% FBS in the basal IMDM medium supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, and partially changed every 4–5 days. Within the first 2∼3 days, about 20–30% of cells were lost in the normal dense culture and removed by changing the medium; the cell culture usually became stable thereafter. This is similar to previous studies and may reflect the apoptosis of a certain portion of myocytes. Therefore, it is suggested that dedifferentiation functions as a reprogrammed survival process for cardiomyocytes [54]. No AraC or other inhibitors were used in our experiments.

### Cell imaging and Tracking

In order to verify the proliferation of dedifferentiated myocytes, cells were plated at a lower density. Numeric grid-marked coverslips (Bellco Biotechnology, Vineland, NJ) coated with laminin were used to track changes in identified cells during culture, under time-lapse microscopy (Nikon TE-2000E inverted microscope) for continuous analysis, or intermittently in an inverted microscope (Nikon TE-2000 U), with phase contrast objectives. Images were captured with a monochrome CCD camera (Q-Imaging, Surrey, BC, Canada) with program suite Image Pro Plus (Media Cybernetics, Bethesda, MD). A 3CCD Color video camera (Sony) connected to a personal computer was used to capture real-time images and videos of beating cells and spheres.

### Culture of Myocyte-Derived Cells

At 10 days to 2 weeks after the culture, the loosely-adherent myocyte-derived cells (MDCs) were harvested by gentle pipetting 3 times with a disposable transfer pipette. Cells were grown in serum-rich myocyte culture medium for the experiments detecting the markers in fresh isolated cells. Alternatively, MDC culture medium, which was DMEM/F12 supplemented with 0.1 mM β-mercaptoethanol, bFGF 0.1 ng/ml, TGF-β3 1 ng/ml, 100 U/ml penicillin, 100 µg/ml streptomycin, and 10% FBS, was used to maintain the cells in 95% humidity, 5% CO_2_ at 37°C.

### Labeling of Myocytes with BrdU

To study the cell cycle progression, cells were cultured in the presence of 5-bromo-2-deoxyuridine (BrdU; Sigma; 5 µM) for various periods starting after one day of myocyte culture before immunoassays described previously [29]. Briefly, washed cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton-X100, followed by block with 5% normal donkey serum for 1 hour, then incubation with primary and secondary antibodies to detect membrane molecules. Cells were washed in phosphate buffered saline and re-fixed with 4% paraformaldehyde, and incubated in 1N HCl on ice for 10 min, and in 2N HCl at room temperature and 37°C each for 10 min, followed by wash with borate buffer (0.1 M, pH 8.5) at room temperature three times each for 5 min. Cells were then washed in 0.1% Triton-X100 in phosphate buffered saline and re-blocked in 5% normal donkey serum for 30 min at room temperature, then incubated with 10 µg/ml sheep anti-BrdU antibody (Abcam) diluted in blocking buffer for 1.5 hr at room temperature, then washed, and subsequently incubated with Alexa Fluor 647-conjugated donkey anti-sheep secondary antibody to detect cells with BrdU incorporation.

### Fluorescent Immunocytochemistry

Cellular phenotypes were analyzed as previously described using fluorescent immunocytochemical assays [4], [66]. To test the expression of stem cell markers, rabbit polyclonal antibody (pAb) against c-kit (CD117) (Santa Cruz Biotechnology, Santa Cruz, CA) or CD34 (Abcam, Cambridge, MA), mouse monoclonal antibody (mAb) against Sca-1 (Invitrogen), and goat pAb against Thy-1 (CD90) were used as primary antibodies. Expression of cardiac markers was assessed using antibodies including mouse mAb for α-MHC from Abcam or Sigma, mouse mAb cTnT, and rabbit pAb Cx43 and CD31 from Invitrogen. Primary antibodies against cell cycle-specific molecules: Ki67, Histone H3 (phosphor-S10) (H3P) and anti-BrdU were from Abcam. Goat polyclonal antibody against 14-3-3η was from Santa Cruz Biotechnology, and rabbit polyclonal p21 antibody and mouse monoclonal p53 antibody were from Abcam. Chicken anti-GFP polyclonal antibody was from Abcam. The specificity of antibodies was confirmed by blocking peptides or control cells. Donkey anti-mouse, anti-rabbit, or anti-goat, or goat-anti chicken antibodies with Alexa Fluor conjugates were used as secondary antibodies.

Direct immunostaining was also performed to test the expression of stem cell markers in freshly harvested MDCs using PE-conjugated mouse mAbs against c-kit (BD Biosciences), or FITC-conjugated CD90 (Abcam).

In MDC-formed spheres, stem cell and cardiac markers were detected using whole-mount immunofluorescent techniques and examined with standard and Z-stack confocal laser scan microscopes (from Zeiss or Leica) [4]. Signals of samples from fixation by either paraformaldehyde or cold acetone/methanol were verified and auto-fluorescence was excluded. The acquisition settings were optimized to avoid false positive or false negative signal. To evaluate the purity of myocyte preparation, we used Tile Scanning Function (Leica Confocal) to examine the whole cover glass (22 mm diameter) after cells were subjected to immunostaining. Images were processed by Zeiss LSM 510 or Leica LAS software suites, and molecule expression levels were semi-quantified by their fluorescence as described before [66]–[68].

### Patch-Clamp Recordings

Electrophysiological properties characteristic to cardiomyocytes in normal or dedifferentiated myocytes at 4 and 7 days and in semi-adherent myocyte-derived cells (MDCs) were evaluated by whole-cell patch techniques as described previously [66], [69]. Inward rectifier potassium current (I_K1_) was recorded in voltage-clamp mode. Resting membrane potential and cell capacitance were also recorded as described [66], [69].

### RT-PCR

Reverse-transcription Polymerase Chain Reaction (RT-PCR) was performed to test the mRNA expression of both stem cell and cardiac markers. Extraction of total RNA from rat heart tissue, bone marrow cells flushed from femurs, purified myocytes, MDC, and MDC spheres, and one-step RT-PCR were carried out with commercially available kits (Qiagen, Valencia, CA). Primer pairs for *c-kit*, *sca-1*, *CD90*, *CD31*, *CD34*, *α-MHC*, *GATA4*, *Nkx2.5*, and *β-actin* are listed in Supplemental Table S1. Additionally, one-step real-time RT-PCR was performed to estimate the detection limit on c-kit^+^ cells sorted from bone marrow cells and serial diluted and mixed with c-kit^-^ bone marrow cells or with purified myocyte preparation.

### MicroRNA Assays in Cardiomyocytes and Myocyte-Derived Cells (MDCs)

Total RNA including MicroRNA (miRNA) was isolated from purified cardiomyocytes or MDCs using a mirVana Paris kit (Ambion). TaqMan Rodent MicroRNA Set A Array v2.0 which contains 384 TaqMan MicroRNA Assays was used to detect the expression levels of miRNAs. miRNA in 300 ng total RNA was first reverse-transcribed into cDNA using MegaPlex RT primer pool set A and miRNA RT kit, followed by pre-amplification of cDNA with MegaPlex PreAmp primers pool set A and TaqMan PreAmp master mix. cDNA was diluted and mixed with TaqMan universal master mix before loaded into the pre-configured micro fluidic card of miRNA. Real-time reaction was run on a 7900HT Fast Real-Time PCR System (Applied Biosystems) and data collected and analyzed using the accompanied SDS 2.3 software. Two biological repeats and two technical repeats were performed. 

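The deposited sets fell into groups by the pattern of their U6 wells. The U6 assay fills 4 wells of a card, so that the pattern of these wells around their mean can be set side by side between sets. Between Myocyte 2 and Myocyte 3, and between each pair of the 3 MDC sets, this pattern differed by a root mean square of 0.00630 to 0.0239 cycles. Between the other 11 pairs of sets it differed by 0.192 to 0.308 cycles. In the former 4 pairs, 0 miRNAs had signal in 1 set and not in the other, and in the latter pairs 23 to 86 had. The Ct of Myocyte 3 was later than that of Myocyte 2 for all 203 detected miRNAs, by a median of 0.178 cycles with an SD of 0.0907. The Ct of MDC 3 was later than that of MDC 2 for all 201 detected miRNAs, by a median of 0.935 cycles with an SD of 0.375. MDC 1 stood apart from the other MDC readings, with an SD of the shift of 1.07 cycles to MDC 2 and 1.40 cycles to MDC 3. In MDC 1, 180 of 201 Ct values (89.6%) lay within 0.05 cycles of a whole number, against 7.08% to 13.3% in the other sets. The sets were therefore taken as 2 myocyte cards, of which 1 was read in 2 sets, and 1 MDC card read in 3 sets.

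**Figure D3:**
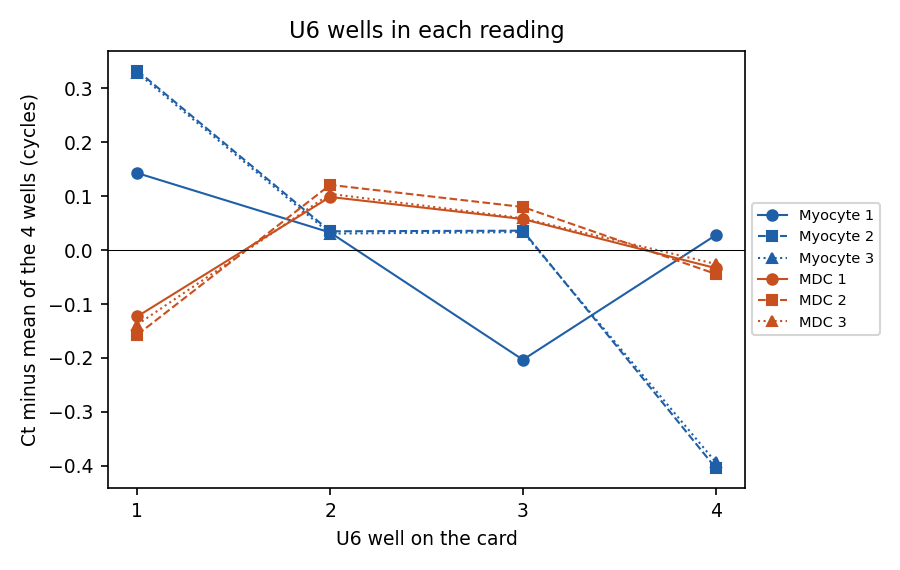
Ct of each of the 4 U6 wells minus the mean of the wells, in cycles, for the 6 deposited sets. The lines of Myocyte 2 and Myocyte 3 overlie each other, as do those of the 3 MDC sets, with differences of at most 0.0239 cycles (root mean square).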

Ct values were normalized to endogenous miRNA control Mamm U6, and comparative 2^−ΔΔCt^ method was used to evaluate the fold change of miRNAs in MDCs *vs.* cardiomyocytes [70], [71].

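U6, the small nuclear RNA used as the normalizer, appeared earlier in MDCs. Its mean Ct was 14.7, 14.9 and 15.1 in Myocyte 1 to 3 and 14.0, 13.4 and 14.4 in MDC 1 to 3, with SDs of the 4 wells from 0.0988 to 0.304 cycles. The other small RNA controls on the card moved apart from each other. Relative to U6, snoRNA135 differed by −0.13 log2 units between MDCs and myocytes, the Y1 RNA of the Ro particle by −4.49 and the small nucleolar RNA U87 by −14.09. snoRNA202 and the plant miRNA ath-miR159a, a negative control, had no signal in any set. With U6, the median difference of the 157 tested miRNAs was −0.80. Scaling to the mean or the median of the detected miRNAs, or using raw Ct values, added 0.90, 0.84 and 0.91 to every difference. The counts were then 64 higher and 65 lower, 61 and 67, and 62 and 64. The mean of snoRNA135, U87 and Y1 added 6.24 to every difference, so that each miRNA with a difference between −6.24 and 0 in U6 units changes direction. Taken singly, which was done after the values had been seen, snoRNA135 adds 0.13, Y1 adds 4.49 and U87 adds 14.09, so that the differences of all 82 lower miRNAs stay negative with snoRNA135, against 25 with Y1 and 0 with U87. The counts with snoRNA135 were 40 higher and 72 lower.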

### Lentiviral Transduction of Cardiac Reporter

MDC-formed spheres were transduced with the third generation lentivirus expressing eGFP under the control of cardiac *α-MHC* promoter as described previously [20].

### Genetic Cell Fate Mapping with Bitransgenic MerCreMer/ZEG Mouse Cardiomyocytes

Bi-transgenic MerCreMer/ZEG mice were produced by crossbreeding cardiomyocyte-specific MerCreMer mice [39] and ZEG mice [40] (Jackson Laboratory) as described previously [38]. The ZEG reporter mouse carries cytomegalovirus (CMV) enhancer/chicken *β-actin* promoter driving floxed β-galactosidase and multiple stop codons, followed by eGFP. Animal genotype was verified by standard PCR on tail genomic DNA using the following primers: MerCreMer forward: 5′- ATACCGGAGATCATGCAAGC-3′; MerCreMer backward: 5′- AGGTGGACCTGATCATGGAG-3′; and ZEG forward: 5′- ACGGCAAGCTGACCCTGAAG-3′; ZEG backward: 5′- AAGATGGTGCGCTCCTGGAC-3′; internal control (IL2) forward: 5′- CTAGGCCACAGAATTGAAAGATCT-3′; and internal control backward: 5′- GGATGATGCTAGAATTTCCACCTAC-3′. Double heterozygous bitransgenic MerCreMer-Z/EG mice were used for the cell fate tracing experiments after induction of Cre recombination for GFP labeling in cardiomyocytes by 4-OH-Tamoxifen treatment. 4-OH-tamoxifen (Sigma), dissolved in peanut oil (Sigma) at a concentration of 5 mg/ml, was intraperitoneally injected into 4–6 week-old MerCreMer-Z/EG mice daily at a dosage of 0.5 mg/d. Fourteen consecutive injections of 4-OH-tamoxifen showed significant GFP labeling of overall cardiomyocytes, as also reported previously [38]. Cardiac-specific gene recombination (labeling of GFP to cardiomyocytes) was verified by both genotyping in purified GFP-positive myocytes (isolated similarly as for rat myocytes) and GFP-positive or negative MDCs from tissue culture [20], and by immunostaining of cardiac marker cTnT in isolated myocytes and heart tissues. Tamoxifen-treated bitransgenic mice were used at the age of 6–10 week and we did not see significant difference in their capability of dedifferentiation and proliferation, or regaining of cardiac stem cell phenotypes.

Dissociated transgenic mouse myocytes are difficult to maintain in long-term culture. We employed established explant culture techniques [4], [72] with modifications to attain better viability of cardiomyocytes in culture. Briefly, mouse hearts were perfused similarly as for the rat myocyte protocol, with Ca^2+^-free Tyrode's solution for 2 min, followed by digestion for 6–8 min in Ca^2+^-free Tyrode's solution containing 0.15 Wünsch unit/mL of collagenase made from Liberase Blendzyme 4, followed by washing in KB solution for 5 min. The hearts were cut into small pieces in ∼1 mm^3^ and rinsed in KB solution for 3 times. Tissues were transferred to laminin-coated 10 mm tissue culture dishes or 2-well chamber CultureSlides (BD Biosciences), with M199 medium containing 100 U/mL penicillin, 100 µg/mL streptomycin, and 5% FBS (Invitrogen) and supplements of 25 µM Blebbistatin, ITS (5 µg/ml insulin and transferrin, 5 ng/ml selenium), and 10 mM β-hydroxybutyric acid for the first two days of culture. Blebbistatin, ITS, and β-hydroxybutyric acid were replaced with bFGF 0.1 ng/ml and TGF-β3 1 ng/ml, and FBS increased to 20% in subsequent cultures. Medium was partially replaced every 4–5 days.

### Statistics

Data were expressed as mean ± SEM, and un-paired Student t-test were used to evaluate the significance of differences between groups, with a *p*<0.05 considered as significantly different.

## Supporting Information

Table S1 Primers used for RT-PCR detection.
(0.08 MB PDF)

Figure S1 Purity of cardiomyocyte preparation. Myocyte preparation was cyto-spun onto laminin-coated 22 mm cover-glass and subjected to fluorescent immunostaining. Shown are example composite images of high density tile scanning confocal images. Scanning of the full preparation reveals the absence of any non-myocyte marker. Cardiomyocyte preparations are positive to cTnT (green, A) or α-MHC (green, B–D), but not to stem cell marker c-kit (red, A), or endothelial cell marker CD31 (red, B), or endothelial progenitor marker CD34 (red, C), or fibroblast marker CD90 (red, D). Top panels are magnified views of the green squared scanning region.
(8.20 MB PDF)

Figure S2 Evaluation of the detection limit of RT-PCR. A, Standard curve constructed by plotting the Cts with the numbers of serially-diluted c-kit^+^ cells bone marrow cells. B, Amplification plots of c-kit in cell mixtures (indicated number of c-kit^+^ cells mixed with 40,000 cardiomyocytes) with 1, 2, 5, or 10 c-kit^+^ bone marrow cells.
(0.79 MB JPG)

Figure S3 Mitosis and Cytokinesis of Tracked Cardiomyocytes. Example confocal images for the expressions of Ki67 (green), Histone 3 phospho-S10 (H3P; red) in dedifferentiated myocytes counterstained with DAPI for nuclei (blue). Panel a shows one myocyte (on right) at G0 phase, without expression of Ki67 or H3P, and the other myocyte (on left) at interphase with both molecules expressed. *b*, *c*, and *d*: cell at prophase, anaphase, and telophase, respectively. *b* and *d* also show cells at resting state without Ki67 or H3P expression.
(1.08 MB JPG)

Figure S4 Time for the first confluence of myocyte culture (A), MDC diameter (B), and time required for sphere (Sp) to beat (C).
(0.21 MB JPG)

Figure S5 Green fluorescence in a beating MDC sphere (please see Online Movie S5) transduced with replication-defective lentivirus encoding eGFP driven by cardiac α-MHC (*MHY6*) promoter at 3d. Scale bar, 100 µm.
(0.51 MB JPG)

Movie S1 MDC-formed sphere loosely adherent to the culture layer beats spontaneously.
(0.77 MB WMV)

Movie S2 MDC-formed sphere loosely adherent to the culture layer beats; shown is in higher magnification to reveal the spontaneous activity.
(1.02 MB WMV)

Movie S3 MDC-formed sphere beats in suspension.
(2.97 MB WMV)

Movie S4 MDC-formed sphere cultured on slide continues to exhibit spontaneous activity.
(1.07 MB WMV)

Movie S5 Spontaneous contraction of a MDC-formed sphere transduced with α-MHC-eGFP lentivirus (see Figure S5).
(3.25 MB WMV)

# Supplementary material for: Dedifferentiation and Proliferation of Mammalian Cardiomyocytes
**Source:** PLoS One. 2010 Sep 3;5(9):e12559. doi: 10.1371/journal.pone.0012559
**Supplement:** Table S1 — Primers used for RT-PCR detection. (0.08 MB PDF)

Table S1. Primers used for RT-PCR detection.

Molecule	Access #	Primer		Product		
				start	stop	length
		sense oligo 5' ....3'	antisense oligo 5'.....3'			
c-Kit	NM_022264	AGCCGTCTCCACCATCCATCCAG	GCGGACCAGTGCGTCGTTGTCTT	142	449	308
Sca-1	XM_343263	CATCTTTCTCCTGGCCCTACT	GAGGACTGAGCCCAGGATGAA	46	390	345
CD31	NM_031591	AGAAGGAAGAGACGGTGTTG	TTAGGAGGCGGTAAGTGATG	1241	1498	258
CD34	XM_001070343	TCAGAGACCACGGTCAACTT	ACTCCTCGGATTCCTGAACA	417	721	305
GATA4	NM_144730	TCTAAGACACCAGCAGGTCCTC	TTGGAGCTGGCCTGTGAT	1540	1823	284
Nkx2.5	NM_053651	TTATCCGCGAGCCTACGGTGA	CTGCCGCTGTCGCTTACACTT	366	684	319
α -MHC	NM_017239	AGTCAGAGAAGGAGCGCCTA	TAGATCATCCAGGCCGCATA	87	378	292
β -actin	NM_031144.2	ATATCGCTGCGCTCGTCGTC	CGTCCCAGTTGGTGACAATG	92	322	231

How the deposited data were processed for this re-analysis (not part of the article)

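The deposited data give the Ct values of TaqMan rodent miRNA cards for freshly isolated rat cardiomyocytes and for MDCs, 3 sets each, and a table made by the authors in which the mean Ct of the U6 wells was subtracted from every Ct. The unit of all deposited values is PCR cycles (Ct or a difference of Ct), and a lower Ct means more template. The Ct values were taken by the authors with SDS 2.3 software on a 7900HT system after reverse transcription and pre-amplification, and the paper's text does not name the threshold and baseline settings. A well without signal is given as undetermined in Myocyte 1 and as 40 in the other sets, and both were read as no signal. Levels were computed as minus the difference between a Ct and the mean Ct of the 4 U6 wells, which is the comparative method named in the methods on a log2 scale. Every difference is MDC minus myocyte.

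Sets with identical wells of no signal and the same pattern among the U6 wells were taken as readings of 1 card and averaged, which leaves 2 myocyte samples and 1 MDC sample. This choice was made after the data had been seen. The comparison with all 6 sets as separate samples was the one planned before the data were examined, as were the normalizers, the cutoffs, the lists and the naming rule described here, and it became an alternative when the sets were merged. Levels were compared with limma 3.58.1 in R 4.3.3 for miRNAs with signal in every sample, with moderated variances and Benjamini-Hochberg adjustment over all miRNAs tested, at a threshold of 0.05. The moderation gave all miRNAs the same SD, so that the p-values reflect the spread between the 2 myocyte cards and hold no spread among MDC cultures. The depth behind a Ct is not known, so no counting interval was computed. The loss of single wells was estimated from the pair of myocyte cards with an exact 95% binomial interval. Calls were tested on simulated data of the same size with known changes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

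Lists of miRNAs were compared with camera of limma, with a preset correlation of 0.01 and with an estimated one, and with fry, over 240 miRNAs with signal in every sample of at least 1 group, missing Ct values being set at 40. Of 19 lists on the card, 18 had at least 2 such members. By camera 3 were called, none of these with an estimated correlation, and 6 by fry, which does not compare a list with other miRNAs. With so few samples, camera with an estimated correlation could hardly call any list, so that version decides nothing. Camera with the preset correlation treats the members of a list as nearly independent, and its p-values hold no spread among MDC cultures. In 50 simulated runs, camera with the preset correlation called the Dlk1-Dio3 list, shifted by 4 log2 units, in 22%. The lists were the striated muscle miRNAs, miR-221 and miR-222, the miR-17 to miR-92 cluster and its paralogs, pluripotency miRNAs, the let-7 family, the miR-15 and miR-16 family, p53-induced miRNAs, the miR-200 family, the miR-30 family, the miR-29 family, the miR-23, miR-24 and miR-27 clusters, the miR-130 and miR-301 family, fibroblast, smooth muscle, endothelial, leukocyte, erythroid and neural miRNAs, and the miRNAs of the Dlk1-Dio3 locus. Their membership came from general knowledge and from the paper. Several marker miRNAs are made by more than 1 cell type. The position of the Dlk1-Dio3 genes was checked in the rat annotation, in which 316 of 375 assays matched a miRNA gene by name.

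The miRNAs named in the text are those named by the paper, the 8 largest rises and the 8 largest falls among called miRNAs without overlap between the 3 MDC and the 3 myocyte sets, the 4 largest bounds in each direction, the 2 members with the lowest p in each list, and the controls. Figure 5D had been seen before, and the miRNAs named by the paper are those it reports from these samples. Other members of lists that are named beside a count were chosen after their values were seen. The alternatives were the mean or median of all detected miRNAs, the mean of the other endogenous controls or no normalizer in place of U6, stricter limits of detection (Ct 35 and Ct 32), missing values set at 40, trend and robust moderation, the replicate number as a block, the unpaired test of the methods section with and without adjustment, and leaving out each set. The use of each MDC reading alone, of the MDC readings as 3 samples and, for the counts of calls, of each other control alone in place of U6 was added after the data had been seen. The table made by the authors was not run as an alternative, since it equals the Ct values minus mean U6. No splits of the samples into other groups were run, since the groups hold fewer than 3 samples.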

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

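All tests of explanations in this part were chosen after the results had been seen. The miRNAs listed here rose, or appeared, in MDCs and are not discussed in the paper.

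Of 49 assays of the Dlk1-Dio3 locus, 6 were higher in MDCs, 3 were lower, 1 did not pass, 18 had signal in MDCs only, 1 in myocytes only, 5 in 1 of the myocyte samples and 15 in none. Of the 5 assays with signal in 1 of the myocyte samples, miR-136, miR-337-3p, the mouse assay of miR-381 and miR-409-3p had signal in MDCs too. The median difference of 33 members was 10.90 log2 units. Camera called the list with the preset correlation of 0.01 and not with an estimated one. The preset treats members of 1 locus as nearly independent, and its p-value holds no spread among MDC cultures. With so few samples, the version with an estimated correlation could hardly call any list. Members with signal in both groups include miR-379 (12.92), miR-410 (11.31), miR-411 (11.27) and miR-127 (9.77), and the lower bounds of miR-382, miR-431 and miR-495, without signal on the myocyte cards, were 18.75, 18.00 and 17.82. The myocyte Ct of miR-379 and miR-410 was late, at 33.0 and 34.3.

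The values argue against the normalizer, which moves all miRNAs alike, since the median of the locus was 12.27 above that of the 207 miRNAs outside it and its lower quartile 6.85 above, and against failed wells, since 14 of 25 members with Ct under 30 in MDCs lacked signal on both myocyte cards, against 0.666 expected at the upper limit of well loss. They also argue against a lower share of myocytes that raises all other cell types alike, because the endothelial median was -8.19 while the fibroblast median was 6.03. The endothelial list holds only miR-126-3p and miR-126-5p. A gain of some cell types with a loss of others could give the same values, so they do not speak against it. Fibroblasts among the MDCs cannot be told apart from a change within the myocyte lineage, because the fibroblast median was above 0 (6.03) and no cells of known identity were measured. miR-21, the member of that list with the highest level, was at -5.96 in myocytes and -1.51 in MDCs, 4 of its 5 assays had signal in myocytes too, and the paper describes sedimentation, Percoll gradients and preplating to remove fibroblasts. The paper also saw no cells with CD90, which Figure S1 calls a fibroblast marker, in the purified myocytes. In MDCs it found CD90 transcript but no CD90 protein. On these cards, markers of other cell types had early Ct values in myocytes: 18.6 for miR-126-3p, 15.2 for miR-145 and 19.1 for miR-150. The leukocyte miRNA miR-142-5p had no signal there. Several marker miRNAs are made by more than 1 cell type, so these values neither show nor exclude other cells among the myocytes. The paper's fate mapping in mouse explants traced some c-kit-positive cells to labelled myocytes, in another species and without miRNA measurements. Other c-kit-positive cells there carried no label, and the paper assigns them to resident progenitor cells. A change that goes with dedifferentiation stays open as well and was not tested.

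The fibroblast list had a median of 6.03, with 8.15 for miR-214 and 6.03 for miR-199a-3p. miR-125b-3p, outside the lists, rose by 6.43 from a late myocyte Ct of 33.0.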

How the results depend on the processing

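The tests with single MDC readings, with the MDC readings as 3 samples and with single controls were chosen after results had been seen, the planned fit with 6 sets as separate samples was made an alternative then, and the others were planned. Differences are MDC minus myocyte in log2 units, the values of miRNAs without signal in 1 group are bounds, and the cause was not tested except where the setting itself gives it. The limits are few samples, an MDC error that the data do not hold and late Ct values. The call of each called miRNA of Figure 5D kept its direction and passed under all alternatives except those named here. With 6 sets as separate samples 37 miRNAs were higher and 69 lower, and the replicate number as a block gave the same 37 and 69, so that pairing by number adds nothing (correlations of paired residuals from -0.0770 to 0.238 across 157 miRNAs, which are not independent replicates). Leaving out each set gave 38 to 54 higher and 74 to 87 lower miRNAs, and without Myocyte replicate 1 the 1 sample left per group allowed values and no test. The filter for miRNAs detected in every sample removed nothing. The number of miRNAs detected in MDCs minus myocytes was -6.5 and at a limit of Ct 32 it was 5.5.

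With the mean of the other controls, 140 miRNAs were higher and 10 lower, since 6.24 is added to every difference. Of these controls taken singly, snoRNA135 (which adds 0.13) gave 40 higher and 72 lower miRNAs, Y1 (4.49) gave 120 and 16, and U87 (14.09) gave 157 and 0. With the mean of the other controls, the bounds became -12.25 for miR-208, -8.05 for miR-208b, -4.41 for miR-137 and 25.43 for miR-221. With it, miR-141 (-0.069) and miR-30c (-0.24) no longer passed, and miR-30b (0.026) turned positive without passing. Reversed were let-7g (2.66), let-7c (4.28), miR-15b (1.68), miR-195 (4.20), miR-29c (2.42), miR-29b (4.48), miR-27a (3.16), miR-27b (3.27), miR-130a (2.18), miR-301b (4.15), miR-143 (3.60), miR-145 (4.25), miR-223 (0.84) and miR-128a (4.79). With the mean of all detected miRNAs, the bounds were -17.58, -13.38 and -9.75 for miR-208, miR-208b and miR-137 and 20.10 for miR-221. With their median they were -17.65, -13.44, -9.81 and 20.04, and with raw Ct values -17.57, -13.37, -9.74 and 20.11.

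At a limit of Ct 35 the same bounds were -13.49, -9.28, -5.65 and 14.20, and at Ct 32 they were -10.49, -6.28, -2.65 and 11.20, and -4.36 for miR-141, all through the limit itself. At Ct 32 the differences of miR-379, miR-410 and miR-125b-3p also became bounds, of 11.91, 9.00 and 5.43. With missing values at 40, 80 miRNAs were higher, since more miRNAs were tested. With the unpaired test of the methods, 20 miRNAs were higher and 43 lower at an unadjusted p under 0.05, and 0 higher and 0 lower after Benjamini-Hochberg adjustment, where limma called 44 and 82 (126 at an unadjusted p under 0.05). None of the differences then passed, and those of the miRNAs of Figure 5D with signal in both groups were -10.58 for miR-1, -12.59 for miR-133a, -11.41 for miR-133b, -9.57 for miR-499, -6.31 for miR-141 and 7.99 for miR-222. That test on all 6 sets gave 35 higher and 62 lower miRNAs after adjustment.

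With MDC reading 1 alone miR-221 was at 18.16, with reading 2 at 19.60 and with reading 3 at 19.82. Readings 2 and 3 gave -19.03 and -17.98 for miR-208, -14.83 and -13.78 for miR-208b and -11.20 and -10.15 for miR-137. Leaving out single sets gave 18.88 to 19.71 for miR-221, the highest without MDC replicate 1.

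Among the lists, that of miR-17 to miR-92 and paralogs reversed with MDC reading 1 alone (-0.79), and that of p53-induced miRNAs changed the direction of its test with the median of all detected miRNAs (median -0.33) and with raw Ct values (-0.26). The miR-221 and miR-222 list passed at Ct 35 (11.09) and Ct 32 (9.59). The miR-30 family passed with raw Ct values (-5.16) and at Ct 32 (-6.08). The fibroblast list no longer passed with the mean (6.93), the median (6.87), the other controls (12.27), raw Ct values (6.94), at Ct 35 (6.03), with the block (6.04), with 6 sets (6.04) or with 3 MDC samples (6.03). The pluripotency list moved at Ct 35 (-3.26), where it was too small for camera. The bound of the erythroid miR-451 was -6.47, -6.53, -1.14 and -6.46 with the mean, the median, the other controls and raw Ct values, -2.37 at Ct 35, -7.92 and -6.87 with MDC readings 2 and 3, and -7.62 to -6.94 without single sets. The Dlk1-Dio3 median was 10.05 to 11.28 without single sets.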

Differences from the paper's values

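Settings that use single MDC readings were chosen after the values had been seen. The paper shows a log10 fold change of miR-222 of about 2.7 in Fig. 5D, read by eye, and the value here is 2.40. Of the alternatives set before the data were examined, the value fell within the error of the paper's with the mean of all detected miRNAs (2.68), with their median (2.66), with raw Ct values (2.68) and without MDC replicate 1 (2.66). It did not with the mean of the other controls (4.28), with the stricter limits of detection, with missing values at 40, with miRNAs detected in every sample only, with the replicate block (2.39), with trend and robust moderation, with the test named in the methods or without any other replicate. With MDC readings 1, 2 and 3 alone, chosen after seeing the values, it was 1.90, 2.62 and 2.69, and the choice of reading 2 or 3 drops 0 of the miRNAs the paper calls.

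The paper shows a log10 fold change of miR-141 of about -2.2 in Fig. 5D, read by eye, and the value here is -1.90. Of the alternatives set before the data were examined, the value fell within the error of the paper's without MDC replicate 1 (-2.21), and at a limit of Ct 32 it is a bound (-1.31) that does not exclude the paper's value. It did not with the mean (-1.63) or median (-1.65) of all detected miRNAs, with raw Ct values (-1.62), with the mean of the other controls (-0.0209), with the replicate block (-1.90), at a limit of Ct 35, with the remaining tests and filters or without any other replicate. With the single MDC readings, chosen after seeing the values, it was -1.27, -1.96 and -2.46.

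The text of the paper states a fall of miR-141 of at least the size it gives for the cardiac miRNAs, a factor of 100 or more. The fall here was 79.2-fold with the mean of the readings, and it passed that factor without MDC replicate 1 and with MDC reading 3 alone. Of the 9 other miRNAs that the paper names, each had the direction the paper gives, and the falls of miR-1, miR-133a, miR-133b, miR-208, miR-208b, miR-499 and miR-137 passed that factor with U6. With the mean of the other controls, the log10 values of miR-1 (-1.31), miR-133a (-1.91), miR-133b (-1.56) and miR-499 (-1.002) and the bound of miR-137 (-1.33) did not reach it, and neither did the bound of miR-137 at a limit of Ct 35 (-1.70) or Ct 32 (-0.798) or that of miR-208b at Ct 32 (-1.89). For miR-208, miR-208b and miR-137 the values here are bounds with missing Ct values at 40 (log10 of at most -5.56 for miR-208 and -3.21 for miR-137), and the heights of these bars match the bounds. The legend gives n = 3, and the deposited Ct values were taken here as 2 myocyte cards and 1 MDC card.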

Other observations

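The tests of explanations in this part were chosen after the results had been seen. Members of further miRNA families were lower in MDCs with U6 as the normalizer, and none of these families passed the list test. That test called a simulated shift of 4 log2 units in the larger Dlk1-Dio3 list in only 22% of runs. Families that did not pass are therefore not shown to be unchanged. All 5 assays of the miR-30 family, which is abundant in heart muscle, were lower, with differences of -6.48 for miR-30c and -6.21 for miR-30b (median -6.08, camera adjusted p = 0.109, 5 lower when adjusted over the list alone), and their median is 0.16 with the mean of the other controls. All 3 assays of the miR-29 family, which represses collagens, were lower with U6 and higher with the other controls, with differences of -3.81 for miR-29c and -1.76 for miR-29b (camera adjusted p = 0.417, 3 lower when adjusted over the list alone). The miR-23, miR-24 and miR-27 clusters had 4 of 5 assays lower, none higher and 1 without signal, among them miR-27a (-3.08) and miR-27b (-2.97), and these 4 also turn higher with the other controls (camera adjusted p = 0.306, 4 lower when adjusted over the list alone). In the miR-130 and miR-301 family 3 of 4 assays were lower, led by miR-130a (-4.05) and miR-301b (-2.09), and miR-130b was higher by 1.47 (camera adjusted p = 0.622, 3 lower and 1 higher when adjusted over the list alone). The lower members turn higher with the other controls. These turns are with the mean of snoRNA135, Y1 and U87, and with snoRNA135 alone, which adds 0.13, the differences of the lower members stay negative. None of these lists had an adjusted p below 0.873 with an estimated correlation, a version that could hardly call any list with so few samples.

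The largest bounds among miRNAs seen in myocytes only, besides miR-208, were those of miR-484 (-18.62), rno-miR-339-3p (-17.41) and miR-200c (-17.25). Of 1 cluster, miR-322 had signal in myocytes only (bound -16.14) and its neighbour miR-503 in MDCs only (bound 14.93), and the lack of signal of miR-322 rests on a single well of the MDC card. These were singled out after their values were seen. Mouse and rat assays of the same miRNA gave differences of 2.58 and 3.44 for miR-224. For miR-345-3p the mouse assay had signal in myocytes only and the rat assay a difference of -5.88. For miR-543 the mouse assay had signal in MDCs only and the rat assay none. The mouse assays of miR-339-3p and miR-505 had no signal in any set, while the rat assay of miR-505 gave -2.91. Other pairs went apart. For miR-532-5p the rat assay was lower (-1.28), and the mouse assay had a Ct of 28.7 on 1 myocyte card, no signal on the other and a Ct of 21.0 in MDCs. For miR-381, of the Dlk1-Dio3 locus, the rat assay did not pass (0.67), and the mouse assay had a Ct of 34.1 on 1 myocyte card, no signal on the other and a Ct of 24.8 in MDCs. For miR-207 the rat assay had signal in MDCs only and the mouse assay none. The controls U87 and Y1 fell by 14.09 and 4.49 log2 units relative to U6, and snoRNA135 differed by -0.13. The MDC 1 values lie close to whole cycles more often than those of any other set (180 of 201).

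A hypothesis was tested that sets with identical wells of no signal are 1 card read at different settings. The largest difference in the U6 well pattern within these sets was 0.0239 cycles, against 0.192 for the closest pair of other sets, which is consistent with repeated readings. Separate cards of separate cultures are argued against by the same value, since the smallest difference in that pattern between the 2 myocyte cards was 0.259 cycles. How the readings came to differ is not known.

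Many miRNAs had signal in 1 group only, and failed wells were tested as an explanation. Of 160 miRNAs with Ct under 30 on both myocyte cards, 19 had no signal in MDCs, against 4.27 expected at the upper limit of well loss, which was 2.67%. The loss was 3 of 326 wells between the myocyte cards. Failed wells could account for part of these cases, and which ones cannot be told without another MDC card.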
